# Differential Expression Profiles and Functional Prediction of Circular RNAs and Long Non-coding RNAs in the Hippocampus of Nrf2-Knockout Mice

**DOI:** 10.3389/fnmol.2019.00196

**Published:** 2019-08-09

**Authors:** Run-Jiao Zhang, Yan Li, Qing Liu, Yan-Jing Gao, Juan Du, Jun Ma, Shao-Guang Sun, Lei Wang

**Keywords:** circular RNA, long non-coding RNA, Nrf2, microarray, neuroprotection

## Abstract

**Background:**

Nrf2 (nuclear factor, erythroid 2 like 2) is believed to play a major role in neurodegenerative diseases. The present study attempts to investigate the hippocampal circRNA and lncRNA expression profiles associated with Nrf2-mediated neuroprotection.

**Methods:**

The hippocampal mRNA, circRNA and lncRNA expression profiles of Nrf2 (−/−) mice were determined by a microarray analysis. Bioinformatics analyses, including identification of differentially expressed mRNAs (DEmRNAs), circRNAs (DEcircRNAs) and lncRNAs (DElncRNAs), DEcircRNA-miRNA-DEmRNA interaction network construction, DElncRNA-DEmRNA co-expression network construction, and biological function annotation, were conducted. Quantitative real-time polymerase chain reaction (qRT-PCR) was performed to validate the dysregulated expression of circRNAs and lncRNAs derived from the microarray data of the hippocampus of Nrf2 (−/−) mice.

**Results:**

Compared to wild-type Nrf2 (+/+) mice, 412 DEmRNAs (109 up- and 303 down-regulated mRNAs), 1279 DEcircRNAs (632 up- and 647 down-regulated circRNAs), and 303 DElncRNAs (50 up- and 253 down-regulated lncRNAs) were identified in the hippocampus of Nrf2 (−/−) mice. Additionally, in the qRT-PCR validation results, the expression patterns of selected DEcircRNAs and DElncRNAs were generally consistent with results in the microarray data. The DEcircRNA-miRNA-DEmRNA interaction networks revealed that mmu_circRNA_44531, mmu_circRNA_34132, mmu_circRNA_000903, mmu_circRNA_018676, mmu_circRNA_45901, mmu_circRNA_33836, mmu_circRNA_ 34137, mmu_circRNA_34106, mmu_circRNA_008691, and mmu_circRNA_003237 were predicted to compete with 47, 54, 45, 57, 63, 81, 121, 85, 181, and 43 DEmRNAs, respectively. ENSMUST00000125413, NR_028123, uc008nfy.1, AK076764, AK142725, AK080547, and AK035903 were co-expressed with 178, 89, 149, 179, 142, 55, and 112 DEmRNAs in the Nrf2 (−/−) hippocampus, respectively.

**Conclusion:**

Our study might contribute to exploring the key circRNAs and lncRNAs associated with Nrf2-mediated neuroprotection.

## Introduction

As a transcription factor, Nrf2 (nuclear factor, erythroid 2 like 2) regulates an inducible defense system against oxidative stress and is a member of a small family of basic leucine zipper (bZIP) proteins. After binding to a short antioxidant response element (ARE) in the promoters, Nrf2 triggers the expression of detoxification genes including those involved in redox homeostasis, glutathione turnover, and iron metabolism (Hayes and Dinkova-Kostova, 2014). In the central nervous system (CNS), Nrf2 defends against oxidative stress to provide a protective response by being released from Kelch ECH associating protein 1 (Keap1) and translocating to the nucleus, where it binds the ARE and drives gene expression (Zhang and Hannink, 2003). This protein can prevent oxidant injury in neurons, attenuate NO-dependent neuronal apoptosis, decrease neuronal injury during cerebral ischemia, and ameliorate neurodegeneration in neurodegenerative disease (Shih et al., 2003, 2005; Vargas et al., 2006).

Many neurodegenerative diseases are associated with the failure of specific populations of neurons, such as Parkinson’s disease (PD), Alzheimer’s disease (AD), Huntington’s disease (HD), amyotrophic lateral sclerosis (ALS), and multiple sclerosis (Liddell, 2017). These neurodegenerative diseases share common pathogenic processes, such as oxidative stress, excitotoxicity and glial activation, in which astrocytes gain a reactive phenotype that can be either protective or detrimental to neurons (Sofroniew and Vinters, 2010; Liu B. et al., 2017). Previous studies regarding gain and loss of function of Nrf2 in the brain have suggested that the induction of Nrf2 can ameliorate neurodegeneration, whereas Nrf2 deficiency exacerbates neurodegenerative phenotypes (Zhang et al., 2013). Additionally, Nrf2 is activated in all these neurodegenerative diseases, and Nrf2 activity varies in the regions associated with Alzheimer’s disease, with a tendency for greater Nrf2 activity in the hippocampus and less activity in the frontal cortex (Joshi et al., 2015; Liddell, 2017). Hence, Nrf2 is believed to play a major role in neurodegenerative diseases.

With advances in sequencing technology, various non-coding RNAs have been shown to have significant functions in regulating gene expression (Thai et al., 2013). Circular RNAs (circRNAs), a novel type of endogenous non-coding RNA, are expressed with tissue/developmental stage-specificity and are significantly enriched in the brain (You et al., 2015). An increasing body of evidence indicates the strong association of circRNAs with the development of several CNS diseases, such as AD, PD, and stroke (Floris et al., 2017; Mehta et al., 2017). Additionally, the specific expression of circRNAs and their stability indicate their potential as molecular diagnostic biomarkers for neurodegenerative diseases, such as CDR1 in AD (Lukiw, 2013).

Similarly, as a novel class of RNA transcripts, long non-coding RNAs (lncRNAs) have been demonstrated to be involved in a wide range of epigenetic regulatory mechanisms *via* their direct or indirect interactions with chromatin, and play a critical role in development, differentiation, and homeostasis (Wang and Chang, 2011; Rinn and Chang, 2012). Several studies have explored the relationship between lncRNAs and Nrf2-mediated diseases. Zhang et al. (2015) suggested that low lncRNA Hox transcript antisense intergenic RNA (HOTAIR) expression was associated with down-regulation of Nrf2 in the spermatozoa of patients with asthenozoospermia or oligoasthenozoospermia. Wang et al. (2017) demonstrated that the functional interaction between lncRNA-MEG3 and Nrf2 constitutes the mechanism by which TGF-β2 induces Tenon’s capsule fibroblast proliferation after glaucoma filtration surgery *via* the direct binding of MEG3 to Nrf2. Although the role of circRNAs and lncRNAs in the context of various neurodegenerative diseases has been proposed, the precise mechanism is yet to be elucidated.

In our previous study, we detected the altered expression of circRNAs and lncRNAs in the substantia nigra and corpus striatum tissue of Nrf2-null mice (Liu J. et al., 2017; Yang et al., 2018), and considering that Nrf2 activity may diverge across different brain regions, the current study focused on the expression profiles of circRNAs and lncRNAs in the hippocampus tissue of Nrf2-null mice. Previous studies showed definitively that the hippocampus and neighboring structures of the medial temporal lobe are essential to memory (Preston and Eichenbaum, 2013). The hippocampus plays a critical role in memory formation, which is widely regarded as being central in a brain network that supports encoding and consolidation of memory and, being central to the study of human memory, and has been implicated in episodic and semantic long-term memory (Bartsch and Wulff, 2015; Knierim, 2015). Hence, we further analyzed differentially expressed mRNAs (DEmRNAs), circRNAs (DEcircRNAs) and lncRNAs (DElncRNAs) in the hippocampus between Nrf2 (−/−) and Nrf2 (+/+) mice by microarray analysis. The construction of the DEcircRNA-miRNA-DEmRNA interaction network and DElncRNA-DEmRNA co-expression network was then performed to explore the key circRNAs and lncRNAs correlated with Nrf2-mediated neuroprotection.

## Materials and Methods

### Nrf2-Knockout Mice and Ethics

Three adult male Nrf2 (+/+) mice (25 to 30 g, 3 to 4 months, *n* = 3) and three Nrf2 (−/−) mice (25 to 30 g, 3 to 4 months, *n* = 3), which were kindly provided by academician Chun-Yan Li (Department of Neurology, Second Hospital of Hebei Medical University, Shijiazhuang, China), were used for this study. The present study utilized mice with an ICR (Institute of Cancer Research) background. Three mice were randomly selected for each group (*n* > 20) in a random manner. The mice were housed in a 12 h light/dark cycle in a temperature-controlled environment and fed *ad libitum*, with 4 to 5 mice per cage. None of these mice underwent perfusion. By using polymerase chain reaction (PCR) amplification of genomic DNA from tails, the genotypes [(Nrf2 (+/+) and Nrf2 (−/−)] of the mice were determined. The PCR primers used in the identification of genotypes and the electrophoresis image are shown in Supplementary Figure S1 and Supplementary Table S1, respectively. All the mice were sacrificed by using an overdose of an isoflurane/oxygen mixture (Huazhong Haiwei Gene Technology, Co., Ltd., Cat. No. 021400, Beijing, China). Hippocampal tissues of each mouse were obtained from surgery, and immediately homogenized for the extraction of total RNA (TRIzol, Invitrogen, Cat No. 15596026, Carlsbad, CA, United States).

In this study, the animal experiments complied with the regulations of the Animal Welfare Act of the National Institutes of Health Guide for the Care and Use of Laboratory Animals (NIH Publication No. 85-23, revised 1996) and were approved by the ethics committee of Hebei Medical University (IACUC-Hebmu-Glp-2016017). All investigators were blinded. The study was not pre-registered.

### CircRNA Microarrays

The circRNA microarray was analyzed using Arraystar Mouse circRNA Array V2 analysis (Arraystar, Inc., United States) by Kangchen BioTech, Inc. (Shanghai, China). By using a NanoDrop ND-1000 instrument (Nanodrop Technologies, Inc.), the concentration of total RNA was determined by OD260. The integrity of total RNA was assessed by electrophoresis (Liuyi Instrument Factory, Cat No. DDY-5, Beijing, China) on a denaturing agarose gel (Gene Company, Ltd., Cat No. EEO015, China).

### LncRNA and mRNA Microarrays

Arraystar Mouse LncRNA Microarray V3.0 (Rockville, MA, United States) is designed for the global profiling of mouse lncRNAs and protein-coding transcripts. The lncRNAs were carefully constructed using the most reputed public transcription databases (Refseq, UCSC known genes, Ensembl, etc.), as well as landmark publications. Each transcript is represented by a specific exon or splice junction probe, which can accurately identify the individual transcripts. Positive probes for housekeeping genes and negative probes were also printed onto the array for hybridization quality control.

### RNA Labeling and Array Hybridization

Based on the manufacturer’s protocol, sample-circRNA labeling and array hybridization were performed. Briefly, to remove linear RNAs and enrich circular RNAs, total RNA was digested with RNase R (Epicentre, Inc., Cat No. RNR07250, United States) and the enriched circular RNAs were amplified and transcribed into fluorescent cRNA by utilizing a random priming method with an Arraystar Super RNA Labeling Kit (Arraystar, Inc., Cat No. AS-LE-005, United States). With a RNeasy Mini Kit (Qiagen, Cat No. 74104, Germany), the fluorophore-labeled cRNA was purified. By using a NanoDrop ND-1000 (Nanodrop Technologies, Inc.), the concentration and specific activity of labeled cRNAs (pmol Cy3/μg cRNA) were measured. One microgram of each labeled cRNA was fragmented by adding 5 μl 10× Blocking Agent and 1 μl of 25× Fragmentation Buffer, and then, the mixture was heated at 60°C for 30 min. Finally, 25 μl 2× hybridization buffer (Agilent, Cat No. 5190-0403, United States) was added to dilute the labeled cRNA. Hybridization solution (50 μl) was dispensed into the gasket slide (Agilent, Cat No. G2534-60003, United States) and assembled to a mouse circRNA microarray (8 × 15K, Arraystar) slide. In an Agilent hybridization oven (Agilent, Cat No. G2545A, United States), the slides were incubated for 17 h at 65°C. The hybridized arrays were washed, fixed and scanned using the Agilent Scanner G2505C (Agilent, Cat No. G2565BA, United States) and scanned images were imported into Agilent Feature Extraction software for raw data extraction. Quantile normalization and subsequent data processing were performed by using the Kangchen homemade R software package (Kangchen BioTech, Inc., Shanghai, China), and then, low intensity filtering was performed.

With minor modifications of the Agilent One-Color Microarray-Based Gene Expression Analysis protocol (Agilent Technology, Palo Alto, CA, United States), sample-lncRNA labeling and array hybridization were performed. Briefly, after removal of rRNA, mRNA was purified from total RNA (mRNA-ONLY^TM^ Eukaryotic mRNA Isolation Kit, Epicentre, Madison, WI, United States). Then, along the entire length of the transcripts without a 3′ bias utilizing a random priming method, each sample was amplified and transcribed into fluorescent cRNA (Arraystar Flash RNA Labeling Kit, Arraystar, Rockville, MA, United States). By using a RNeasy Mini Kit (Qiagen, Valencia, CA, United States), the labeled cRNAs were purified. The concentration and specific activity of the labeled cRNAs (pmol Cy3/μg cRNA) were measured by NanoDrop ND-1000 (NanoDrop Technologies, Thermo Scientific, Wilmington, DE, United States). By adding 5 μl 10× Blocking Agent and 1 μl of 25× fragmentation buffer, 1 μg of each labeled cRNA was fragmented, and the mixture was heated at 60°C for 30 min. Finally, 25 μl 2× GE Hybridization buffer was added to dilute the labeled cRNA. Hybridization solution (50 μl) was dispensed into the gasket slide (Agilent, Cat No. G2534-60003, United States) and assembled to the lncRNA expression microarray slide. The slides were incubated for 17 h at 65°C in an Agilent Hybridization Oven (Agilent, Cat No. G2545A, United States). The hybridized arrays were washed, fixed and scanned with the Agilent DNA Microarray Scanner (part number G2505C).

### Data Pre-processing

To analyze the acquired array images, Agilent Feature Extraction software (version 11.0.1.1) was used. Quantile normalization and subsequent data processing were performed using the GeneSpring GX v12.1 software package (Agilent Technologies). After quantile normalization of the raw data, lncRNAs and mRNAs with flags of at least three out of six samples were chosen for further data analysis. Through *p*-value filtering, lncRNAs and mRNAs with statistical significance between the two groups were identified. DElncRNAs and DEmRNAs between the two samples were identified through fold change filtering. By using homemade scripts, hierarchical clustering, and combined analysis were performed.

### DEmRNA, DEcircRNA, and DElncRNA Analyses

The expression profiles of mRNAs, circRNAs, and lncRNAs in the hippocampal tissues of Nrf2 (+/+) and Nrf2 (−/−) mice were obtained. The calculation of fold change (FC) and *p*-value between these groups for each mRNA, circRNA, and lncRNA was performed to compare the profile differences in the hippocampal tissues between Nrf2 (+/+) and Nrf2 (−/−) mice. By using a *t*-test, the statistical significance of the difference was estimated. While mRNAs and circRNAs with FC > 1.5 and *p*-values < 0.05 were selected as the significantly DEcircRNAs and DEmRNAs, lncRNAs with *p* < 0.05 and FC > 2 were identified as DElncRNAs. By using the ‘pheatmap’ package in R language, hierarchical cluster analysis of group samples based on expression values of mRNAs, circRNAs, and lncRNAs was conducted.

### Quantitative Real-Time Polymerase Chain Reaction (qRT-PCR) Validation

According to the manual instructions, total RNA of the hippocampal tissues generated from Nrf2 (−/−) mice and Nrf2 (+/+) mice was extracted using TRIzol (Thermo Fisher Scientific, Wilmington, DE, United States). By using an M-MLV First Strand Kit (Thermo Fisher Scientific, Inc., Cat No. 00341186, United States), total RNA (2 μg) was transcribed to cDNA. By using SuperReal PreMix Plus (SYBR Green) (TIANGEN, Cat No. FP205, China) with an Illumina Eco PCR machine (Illumina, San Diego, CA, United States), qRT-PCR was performed. QRT-PCR reaction conditions were as follows: an initial denaturation step of 15 min at 95°C, followed by 40 cycles of 15 s at 95°C and 20 s at 55°C, 20 s at 72°C. For normalization, β-actin was selected as the housekeeping gene. All experiments were performed in triplicate. The 2^–Δ^ ^Δ^ ^*CT*^ method was used to calculate relative fold changes for quantitative results. The PCR primers are displayed in Table 1.

**TABLE 1:** The primers used in qRT-PCR experiments.

**circRNA**	**Primers**
mmu_circRNA_44531	Forward: 5′ TGAATGGCTCTCACCCTGTCTCCTT 3′
	Reverse: 5′ GCAGTGGCGGACACAGATCTTTAAG 3′
mmu_circRNA_34132	Forward: 5′ TGAAGAACTCTGTCTACCGAAGCC 3′
	Reverse: 5′ TAGTCAAAGCCTTGCACGGGAT 3′
mmu_circRNA_000903	Forward: 5′ ACATGCTCCAGGCCCCTCTGTTTAC 3′
	Reverse: 5′ GATGAGTGCTTTGCGGAATTTGGTG 3′
mmu_circRNA_018676	Forward: 5′ ACACCCTTTATGATGTCACACCTTT 3′
	Reverse: 5′ TCCAAAAGAATAGGCTGGCTGAG 3′
mmu_circRNA_45901	Forward: 5′ TCAGGCTCGGCTACAGAAGGAAC 3′
	Reverse: 5’ ATAAGATATTGCCACGGTGGATGAA 3′
mmu_circRNA_33836	Forward: 5′ GAACCTTACTCAAAAGCATCCCACT 3′
	Reverse: 5’ TTGGGCCAACATGTATTATTCTTCC 3′
mmu_circRNA_34137	Forward: 5′ TCAGCACCAGGAGCAACCTAACAG 3′
	Reverse: 5′ TCTTGAATCTGTCTGCTGCTGAGGA 3′
mmu_circRNA_34106	Forward: 5′ GGCTGCTGAAGAGTGAACTTGGAT 3′
	Reverse: 5′ AGGTGAGGATGGAGCTGTGTCTTC 3′
mmu_circRNA_008691	Forward: 5′ACACTCATTATTGGCTGGGGAACTT 3′
	Reverse: 5′ CACACTCCTTATGTTTCCTTCCCCT 3′
mmu_circRNA_003237	Forward: 5′ AGACGTGGAACCTGCTCAATC 3′
	Reverse: 5′ GACCTTCCCCAAAACAGACTTC 3′
**lncRNA**	**Primers**
uc008nfy.1	Forward: 5′ ATGTCAGGCAGCAGGGACC 3′
	Reverse: 5′ TCCTTGCTTCCTCTTTGGGTT 3′
ENSMUST00000125413	Forward: 5′ TCCCTGAGTGTTTATATTTACAGATGGC 3′
	Reverse: 5′ GCCACACAGTAGGAAGATGAGACCA 3′
NR_028123	Forward: 5′ GCTCTTCCCCAGTTTCAAGTTCTCA 3′
	Reverse: 5′ CATTCCAGTCCTCAGATACGCTCAG 3′
AK076764	Forward: 5′ TATGGACGATATTGTGATTTGTGGACC 3′
	Reverse: 5′ AGTGGCTCCTAAAAAATGACTAACGTC 3′
AK142725	Forward: 5′ AAGGAGTGAAGCCACAGCA 3′
	Reverse: 5′ CCTCAGACACAAGAGAAACCAG 3′
AK080547	Forward: 5′ TGAGTGTTGTGAGTCTAGGTGAGCT 3′
	Reverse: 5′ TCCTTGCCAGAGTCTAATGATACCT 3′
AK035903	Forward: 5′ ACGGCACCTTTATCCAGCCATCT 3′
	Reverse: 5′ TCTGGAGGGTCTGAAGACAGCTACA 3′
b-Actin	Forward: 5′ TCATCACTATTGGCAACGAGCGGT 3′
	Reverse: 5′ GTGTTGGCATAGAGGTCTTTACG 3′

*qRT-PCR, quantitative real-time polymerase chain reaction; circRNA, circular RNA; lncRNA, long non-coding RNA.*

### Functional Annotation of DEmRNAs

Gene Ontology (GO) classification and the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment were conducted using the clusterProfiler of R/Bioconductor^1^. According to the size of the enrichment factor, we extracted the top 30 terms/pathways.

### Construction of DEcircRNA-miRNA-DEmRNA Interaction Networks

The DEcircRNA-miRNA-mRNA interactions were predicted with Arraystar’s homemade miRNA target prediction software based on TargetScan & MiRanda (Enright et al., 2003; Pasquinelli, 2012). The miRNA–mRNA interactions with total context + + ≤ −0.2 were selected for further analysis. In these DEcircRNA-miRNA-mRNA interaction networks, the circRNAs and mRNAs were linked by shared miRNAs predicted as downstream targets of circRNAs and upstream regulators of mRNAs. Thus, the change in circRNA and mRNA should be in the same direction, and then, we selected DEmRNAs that were indirectly positively regulated by DEcircRNAs for the following research. The DEcircRNA-miRNA-DEmRNA interaction networks were visualized using Cytoscape (version 3.7.0)^2^. GO classification and KEGG pathway enrichment were conducted for the target DEmRNAs of miRNAs sponged by DEcircRNAs in the hippocampal tissues using the clusterProfiler of R/Bioconductor^1^. According to the size of the enrichment factor, we extracted the top 10 terms/pathways.

### Construction of DElncRNA-DEmRNA Co-expression Networks

According to their expression levels, the Pearson correlation coefficient (PCC) was used to depict the co-expression relationship between DElncRNAs and DEmRNAs. DElncRNA-DEmRNA pairs with | PCC| > 0.90 and *p* < 0.05 were retained for network construction, which was deciphered by Cytoscape 3.1^2^. GO classification and KEGG pathway enrichment for DEmRNAs co-expression with DElncRNAs were conducted using the clusterProfiler of R/Bioconductor^1^. According to the size of the enrichment factor, we extracted the top 10 terms/pathways.

### Statistical Analysis

The investigators were blinded to animal groups to reduce experimenter bias and to achieve unbiased results. No sample size calculation was performed. There were no sample size differences between the beginning and end of the experiments. And qRT-PCR was performed in triplicate. Functional annotation was conducted using the clusterProfiler of R/Bioconductor^1^. Mean ± standard deviation and independent-samples *t*-tests were used in the statistical analysis based on Agilent Genespring GX Linux software (Version 11.5) and IBM SPSS Statistics software (Version 22.0), respectively. Outliers were deleted. A value of *p* < 0.05 was considered the criterion of statistical significance.

## Results

### DEmRNAs Between the Nrf2 (−/−) Mice and Nrf2 (+/+) Mice

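The array data cover the hippocampus of 3 Nrf2 (+/+) and 3 Nrf2 (−/−) mice, with 1 Arraystar mouse lncRNA microarray per mouse. The arrays carry probes for mRNAs and lncRNAs together and were hybridized with cRNA labeled with 1 dye (Cy3), made with random primers after removal of rRNA. The authors deposited the output of the Agilent Feature Extraction software for each array, in which the spot intensities are background-subtracted and not normalized between arrays. They also deposited a table of log2 signals after quantile normalization between the 6 arrays, to which the filter on flags had not been applied. The probe design follows the mouse genome mm9. Each array held 62939 features, and 60915 probes were left after the control probes were set aside and the spots of each probe were averaged. The median signal was 109, 105 and 87.7 on the arrays of Nrf2 (+/+) replicates 1, 2 and 3, and 184, 172 and 138 on those of Nrf2 (−/−) replicates 1, 2 and 3. Between 39887 and 43448 probes per array were well above background in Nrf2 (+/+) mice and between 42577 and 46123 in Nrf2 (−/−) mice, and no spot was saturated. The arrays lay on 4 slides and were scanned in 2 sessions, each of which held both genotypes. From the spot intensities, log2 signals were quantile-normalized over the non-control probes, with spots flagged as outliers left out, and the 43528 probes well above background on at least 3 of the 6 arrays were tested. The genotypes were compared with limma's moderated test, and the Benjamini-Hochberg adjustment covered all 43528 probes, since for most probes the deposited files do not tell whether they are for an mRNA or a lncRNA. The files name probes without gene symbols, so the probe of each gene was found through Tables S2 and S4. The fold change and p-value printed there were matched, within a relative tolerance of 0.0001, with those computed from the authors' log2 signals, and each of the 715 entries matched exactly 1 probe. Where a probe was not well above background on any array of a genotype, its change is given as a bound ("at least"), with the lowest signal that was well above background on each of those arrays in place of the measured one. The number of arrays limits the precision of every value.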

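Nfe2l2, the gene on chromosome 2 that encodes Nrf2 (probe ASMM10P020792), had log2 signals of 12.20 ± 0.24 (SD, n = 3) in Nrf2 (+/+) mice and 7.93 ± 0.10 (SD, n = 3) in Nrf2 (−/−) mice. Its log2 fold change was −4.27 (standard error 0.20, adjusted p = 0.000672 from limma). All 3 Nrf2 (−/−) arrays lay below all 3 Nrf2 (+/+) arrays (exact two-sided permutation test, p = 0.1, the smallest that 3 mice against 3 allow), and the probe was still well above background on each of them. With each array left out in turn, the log2 fold change stayed between −4.41 and −4.18. Over all tested probes, mRNAs and lncRNAs together, 2196 (5.05%) had an unadjusted p under 0.05. Of these, 544 were higher and 1156 lower in Nrf2 (−/−) mice with a fold change above 1.5. The excess of lower probes was absent with a 75th percentile shift (1003 higher and 976 lower) and without Nrf2 (+/+) replicate 2 (2371 and 2011). Under every other alternative more probes were lower. After adjustment, 6 probes were higher and 15 lower with an adjusted p under 0.05. Under the alternatives these last counts ran from 0 and 0 with the equal-variance test of the methods (2535 probes at an unadjusted p under 0.05) to 102 and 464 with the slide as a block in limma, a model that rests on the 2 slides that held both genotypes. Without Nrf2 (−/−) replicate 2, 26 probes were higher and 169 lower. The DEmRNAs of Table S2 correspond to 412 probes, 109 of them higher and 303 lower in Nrf2 (−/−) mice, and 411 of these passed both thresholds in limma's test. All 3 arrays of one genotype lay above those of the other for every one of the 412 probes, which were listed for their difference, while chance gives this for 10% of probes. Among the higher DEmRNAs, 73 were well above background on all 6 arrays, with a median log2 fold change of 0.78, and 20 were not above it on any Nrf2 (+/+) array. Among the lower ones, 258 were well above background on all 6 arrays, with a median of −1.02, and 4 were not above it on any Nrf2 (−/−) array. An adjusted p under 0.05 was reached by 3 higher and 3 lower DEmRNA probes. Rbm45 on chromosome 2 rose from 8.69 ± 0.19 (SD, n = 3) to 12.27 ± 0.48 (SD, n = 3), a log2 fold change of 3.58 (standard error 0.28, adjusted p = 0.00770 from limma), whose adjusted p was not under 0.05 under 6 alternatives, among them those without Nrf2 (+/+) replicate 1 or 2.

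**Figure D1:**
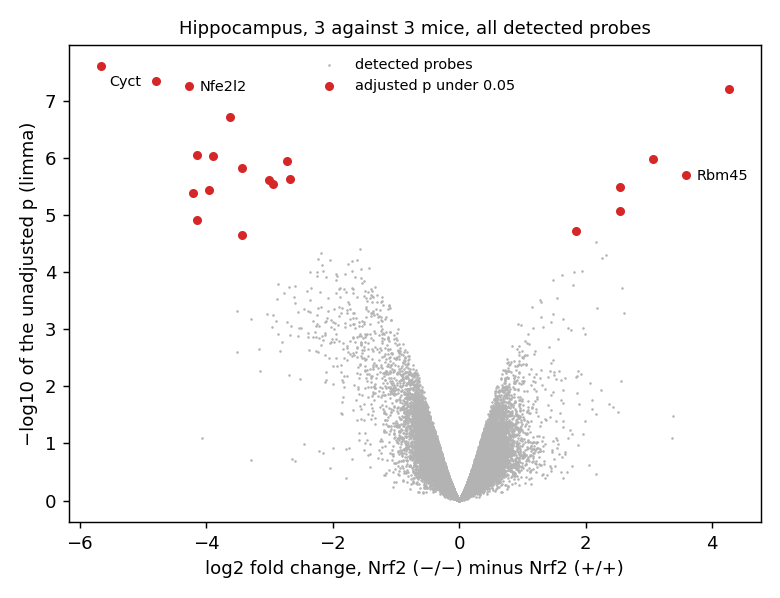
Each point is 1 of the 43528 tested probes, with the log2 fold change of Nrf2 (−/−) minus Nrf2 (+/+) on the x-axis and −log10 of the unadjusted p from limma on the y-axis (3 mice against 3). The 21 red points have an adjusted p under 0.05, 15 on the left and 6 on the right; for probes at background in one genotype, such as Cyct, the plotted fold change depends on the background signal.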

Compared with Nrf2 (+/+) mice, a total of 412 DEmRNAs, including 109 up-regulated and 303 down-regulated mRNAs, were detected in the hippocampus with a >1.5-fold change and *p*-value < 0.05 (Figure 1 and Supplementary Table S2). Functional annotation of DEmRNAs in the hippocampal tissues was conducted. GO enrichment analysis (Figure 2A) indicated that, the DEmRNAs were enriched in response to cocaine (biological process: 0042220, *p* = 9.471e-04), synapsis (biological process: 0007129, *p* = 3.246e-04), demethylase activity (molecular function: 0032451, *p* = 1.224e-03), synaptonemal complex (cellular component: 0000795, *p* = 1.952e-03), and release of cytochrome c from mitochondria (biological process: 0001836, *p* = 2.416e-03). 

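Enrichment was not recomputed here, and the data are those of the genes the paper names under response to cocaine (SLC6A3, DRD2, LPHN3 and DLG4) and synapsis (STAG3, TEX15, CCNB1IP1, MAEL and TEX11). Of these 9 genes, 5 were higher and 4 lower in Nrf2 (−/−) mice, with log2 fold changes between −1.93 and 0.85. In limma's test the lowest adjusted p was 0.454 and the highest 0.907, so 0 of the 9 reached an adjusted p under 0.05, while all 9 had an unadjusted p under 0.05. The probes of 7 of the 9 genes were well above background on all 6 arrays.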

KEGG pathway enrichment analysis for significantly dysregulated mRNAs was useful to reveal related pathways and molecular interactions. 

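For the genes that the paper's discussion names under the calcium signaling pathway (TRHR, P2RX1, CAMK4, CACNA1G and RYR1), long-term depression (IGF1, RYR1 and PLA2G12A) and Parkinson's disease (COX7B2, UBA1Y, VAT1, CYCT and SLC6A3), Table S2 lists 13 probes of 12 genes. In Nrf2 (−/−) mice, 2 of these probes were higher and 11 lower. Only CYCT reached an adjusted p under 0.05 in limma's test, and the highest adjusted p among the 13 probes was 0.766. With the slide as a block, which rests on replicates 1 and 3, CACNA1G, both probes of IGF1, PLA2G12A and VAT1 reached it too, and without Nrf2 (−/−) replicate 2 CACNA1G and VAT1 did. On all 6 arrays, 10 of the 13 probes were well above background. KEGG enrichment was not recomputed here.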

According to the KEGG enrichment analysis (Figure 2B), these DEmRNAs were enriched in the pathways of the calcium signaling pathway (KEGG: mmu04020, *p* = 5.901e-03), long-term depression (LTD) (KEGG: mmu04730, *p* = 5.908e-02), and Parkinson’s disease (KEGG: mmu05012, *p* = 7.166e-02), which were closely correlated with neurodegenerative diseases.

**FIGURE 1:**
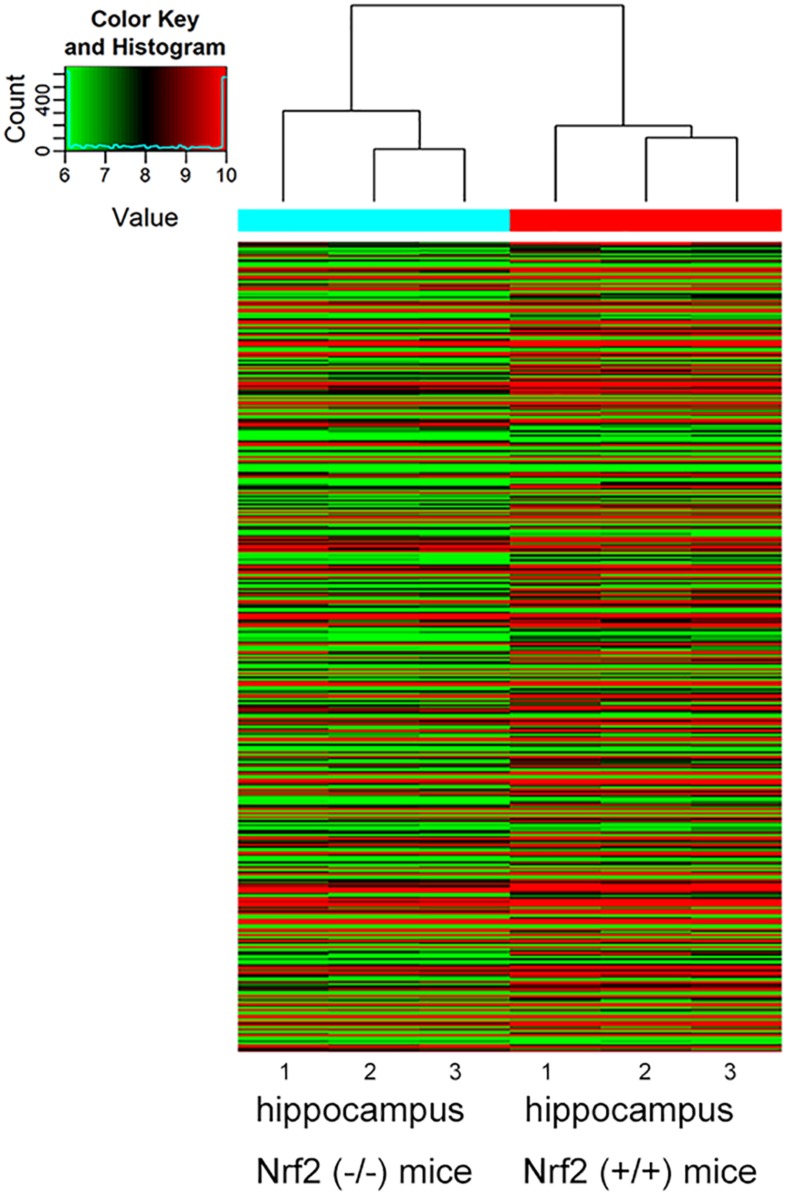
Hierarchical clustering analysis based on the expression profile of the DEmRNAs in the Nrf2 (–/–) hippocampus. *n* = 3.

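Hierarchical clustering of the 6 arrays over the 412 DEmRNA probes, with complete linkage on Euclidean distance between log2 signals, put the 3 Nrf2 (+/+) arrays on one branch and the 3 Nrf2 (−/−) arrays on the other. The branches joined at a distance of 32.8, and the next join below lay at 12.8. Average linkage gave the same split. Over all 43528 probes well above background on at least 3 arrays, which were not chosen for a difference, the first split left Nrf2 (−/−) replicate 2 alone on one branch, and the other 5 arrays of both genotypes stayed together.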

**FIGURE 2:**
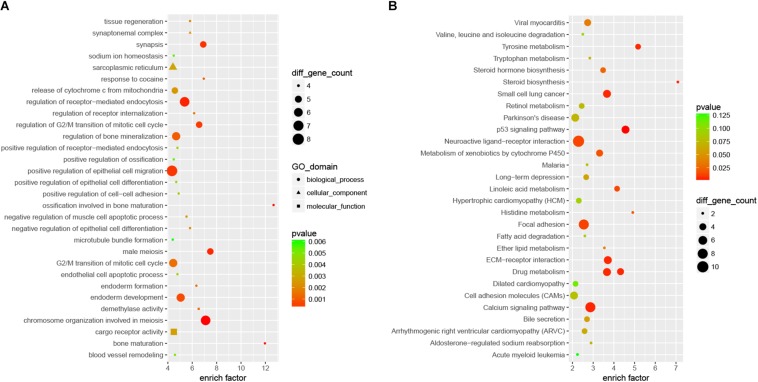
The top 30 most significantly enriched GO **(A)** and KEGG **(B)** pathways of DEmRNAs between the Nrf2 (–/–) and Nrf2 (+/+) hippocampus. The x-axis shows counts of genes enriched in GO and KEGG pathways, and the y-axis shows the GO and KEGG pathways. The color scale depicts the *p*-value.

### DEcircRNAs and DElncRNAs in the Hippocampus Between the Nrf2 (−/−) Mice and Nrf2 (+/+) Mice

Compared to Nrf2 (+/+) mice, a total of 1279 DEcircRNAs, including 632 up-regulated circRNAs and 647 down-regulated circRNAs, were detected in the hippocampus between Nrf2 (−/−) and Nrf2 (+/+) mice with a >1.5-fold change and *p*-value < 0.05 (Supplementary Tables S3, S4). Among them, mmu_circRNA_40139 and mmu_circRNA_26611 were the most up-regulated and down-regulated DEcircRNAs in the hippocampus, respectively (Table 2). A total of 303 DElncRNAs, including 50 up-regulated and 253 down-regulated lncRNAs, were identified in the hippocampus of Nrf2 (−/−) mice with a >2-fold change and *p*-value < 0.05. 

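Over all tested probes, mRNAs and lncRNAs together, 134 were higher and 489 lower in Nrf2 (−/−) mice with an unadjusted p under 0.05 from limma and a fold change above 2. Leaving out Nrf2 (+/+) replicate 2 moved the count of higher probes most, to 467, with 716 lower. With all 6 arrays it lay between 44, with normexp background correction, and 321, with a milder limit on dim probes (signal positive and significant). The entries of Table S4 correspond to 278 different probes, 48 higher and 230 lower, since 25 of the 303 entries repeat another entry's probe. All 278 passed both thresholds in limma's test, also with the authors' log2 signals. With normexp background correction 141 of them passed, with Welch's test 233 and with the 75th percentile shift 248. Among the higher lncRNAs, 21 were well above background on all 6 arrays, with a median log2 fold change of 1.44, and 18 were not above it on any Nrf2 (+/+) array. Among the lower ones, 170 were well above background on all 6 arrays, with a median of −1.47, and 9 were not above it on any Nrf2 (−/−) array. In limma's test over all probes, 3 of the higher and 12 of the lower lncRNAs had an adjusted p under 0.05.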

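The probe of ENSMUST00000161755 (Setd7 in Table 3, chromosome 3) had log2 signals of 2.67 ± 0.17 (SD, n = 3) in Nrf2 (+/+) mice and 6.94 ± 0.22 (SD, n = 3) in Nrf2 (−/−) mice. It was well above background on 0 of the 3 Nrf2 (+/+) arrays and on all 3 Nrf2 (−/−) arrays, so its signal was at least 3.52-fold higher in Nrf2 (−/−) mice (adjusted p = 0.000672 from limma). The probe of ENSMUST00000105610 (Gm17106, chromosome 16) had log2 signals of 8.28 ± 0.40 (SD, n = 3) in Nrf2 (+/+) mice and 2.61 ± 0.09 (SD, n = 3) in Nrf2 (−/−) mice, where it was well above background on 0 of 3 arrays. Its signal was at least 13.6-fold lower in Nrf2 (−/−) mice, with the same adjusted p. These bounds hold for the background-subtracted signals. The adjusted p are for the measured signals, which were at background in one genotype, and do not test the bounds. With normexp background correction, which adds an offset of 50 to every signal, the log2 fold changes were 1.43 and −2.45. Their adjusted p from limma were then 0.04834 and 0.01395. Among the lncRNAs above background on every array, the largest rise was that of 5031434O11Rik on chromosome 3, from 7.21 ± 0.29 (SD, n = 3) to 10.27 ± 0.13 (SD, n = 3), with a standard error of 0.22 for the log2 fold change and an adjusted p of 0.00537 from limma, which was not under 0.05 under 4 alternatives, among them the one without Nrf2 (+/+) replicate 1.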

ENSMUST00000161755 and ENSMUST00000105610 were the most up-regulated and down-regulated DElncRNAs in the hippocampus, respectively (Table 3). Hierarchical clustering of these DEcircRNAs and DElncRNAs indicated an obvious discrimination between Nrf2 (−/−) and Nrf2 (+/+) mice (Figure 3). 

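Over the 278 lncRNA probes of Table S4, complete linkage on Euclidean distance parted the 3 Nrf2 (+/+) arrays from the 3 Nrf2 (−/−) arrays. The branches joined at a distance of 38.3, against 14.8 for the next join below, and average linkage gave the same split. These probes were chosen for their difference between the genotypes.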

The raw-data have been uploaded to Gene Expression Omnibus (GEO) (GSE122421, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE122421; GSE122422, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE122422).

**TABLE 2:** Top 10 up- and down-regulated DEcircRNAs in the hippocampus of Nrf2 (−/−) mice.

**circRNA**	**circRNA_ type**	**chrom**	***p*-value**	**Regulation**
mmu_circRNA_40139	Exonic	chr6	0.00005436006	Up
mmu_circRNA_44715	Exonic	chr9	0.000203188	Up
mmu_circRNA_27509	Exonic	chr14	0.000218135	Up
mmu_circRNA_34109	Sense overlapping	chr2	0.000227424	Up
mmu_circRNA_28600	Exonic	chr15	0.000264287	Up
mmu_circRNA_33745	Sense overlapping	chr2	0.000283733	Up
mmu_circRNA_26322	Exonic	chr13	0.000325369	Up
mmu_circRNA_29992	Exonic	chr16	0.000380296	Up
mmu_circRNA_34863	Exonic	chr2	0.000393293	Up
mmu_circRNA_33826	Exonic	chr2	0.000403672	Up
mmu_circRNA_26611	Sense overlapping	chr13	0.000155304	Down
mmu_circRNA_34832	Exonic	chr2	0.000165934	Down
mmu_circRNA_35957	Exonic	chr3	0.000227463	Down
mmu_circRNA_34137	Exonic	chr2	0.000492821	Down
mmu_circRNA_44589	Exonic	chr9	0.000527078	Down
mmu_circRNA_43020	Exonic	chr8	0.000534644	Down
mmu_circRNA_34314	Exonic	chr2	0.000545661	Down
mmu_circRNA_33836	Exonic	chr2	0.000564463	Down
mmu_circRNA_30123	Exonic	chr16	0.000678283	Down
mmu_circRNA_33850	Exonic	chr2	0.00071285	Down

*DEcircRNAs, differentially expressed circRNAs.*

**TABLE 3:** Top 10 up- and down-regulated DElncRNAs in the hippocampus of Nrf2 (−/−) mice.

**Seqname**	**Gene symbol**	***p*-value**	**FDR**	**Fold change**	**Regulation**
ENSMUST00000161755	Setd7	1.04874E-05	0.090718311	19.0132304	Up
uc012cpj.1	5031434O11Rik	7.82829E-05	0.155417706	8.3313618	Up
AK037363	AK037363	0.000152779	0.204707508	3.5895181	Up
uc008nfy.1	AK006531	0.000668524	0.379212113	2.2272505	Up
AK139259	AK139259	0.000874653	0.432610759	2.789535	Up
AK139259	AK139259	0.000874653	0.432610759	2.789535	Up
ENSMUST00000170420	Dusp12	0.001161771	0.436947138	3.0719131	Up
ENSMUST00000137756	Gm13371	0.001280493	0.436947138	2.4390113	Up
ENSMUST00000143128	Chia	0.001577294	0.436947138	4.6602429	Up
ENSMUST00000139157	Tmeff2	0.001698904	0.437780578	3.5387142	Up
ENSMUST00000105610	Gm17106	1.83126E-05	0.090718311	50.0259527	Down
TCONS_00018071	XLOC_014960	1.84989E-05	0.090718311	12.0584926	Down
NR_028263	B130006D01Rik	3.07853E-05	0.091678721	6.5836299	Down
ENSMUST00000123574	Gm14002	0.000101993	0.186914246	6.3845782	Down
ENSMUST00000123574	Gm14002	0.000101993	0.186914246	6.3845782	Down
ENSMUST00000126340	Dcdc5	0.000162376	0.204707508	14.695374	Down
AK144955	AK144955	0.000197566	0.22130871	7.9976315	Down
NR_003293	D030028A08Rik	0.000200719	0.22130871	10.7616687	Down
NR_003293	D030028A08Rik	0.000200719	0.22130871	10.7616687	Down
AK076764	AK076764	0.000204365	0.22130871	2.1472701	Down

*DElncRNAs, differentially expressed lncRNAs; FDR, false discovery rate.*

**FIGURE 3:**
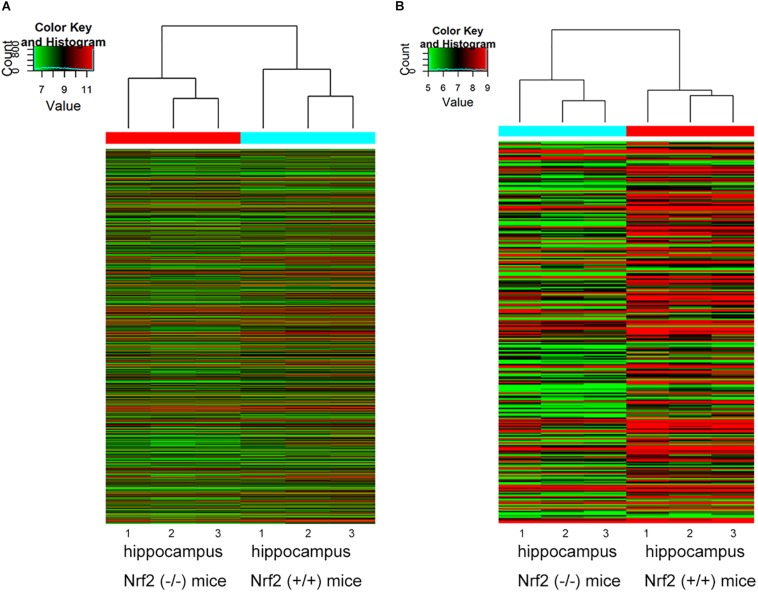
Hierarchical clustering analysis based on the expression profile of the DEcircRNAs **(A)** and DElncRNAs **(B)** in Nrf2 (–/–) the hippocampus. *n* = 3.

### QRT-PCR Validation of the Expression of the Selected DEcircRNAs and DElncRNAs

Ten dysregulated circRNAs, including five up-regulated (mmu_circRNA_44531, mmu_circRNA_34132, mmu_circRNA_000903, mmu_circRNA_018676, and mmu _circRNA_45901) and five down-regulated DEcircRNAs (mmu_circRNA_33836, mmu_circRNA_34137, mmu_circRNA_ 34106, mmu_circRNA_008691, and mmu_circRNA_003237), and seven dysregulated lncRNAs, including three up-regulated (ENSMUST00000125413, NR_028123, and uc008nfy.1) and four down-regulated DElncRNAs (AK076764, AK142725, AK080547, and AK035903), with relatively high fold changes, high expression and low *p*-values, were selected for qRT-PCR validation. 

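On the arrays, the log2 fold change of ENSMUST00000125413 (probe ASMM10P023014, Gm13705 in Table S4) was 1.54 (standard error 0.24, adjusted p = 0.142 from limma), from 10.04 ± 0.21 (SD, n = 3) in Nrf2 (+/+) mice to 11.58 ± 0.36 (SD, n = 3) in Nrf2 (−/−) mice. Table S4 lists lncRNAs by symbol, and this probe was assigned because it was the only higher lncRNA probe with the number of co-expressed DEmRNAs that the paper prints for ENSMUST00000125413. NR_028123, named 1600029I14Rik through the RefSeq annotation, rose by 1.65 (standard error 0.30, adjusted p = 0.187) and was well above background on 2 of 3 Nrf2 (+/+) arrays. The log2 signal of uc008nfy.1 (AK006531 in Table 3) was 6.30 ± 0.09 (SD, n = 3) in Nrf2 (+/+) mice and 7.46 ± 0.19 (SD, n = 3) in Nrf2 (−/−) mice (adjusted p = 0.167 from limma). Of the 4 lower lncRNAs, AK076764 had the smallest spread between mice, with 10.81 ± 0.11 (SD, n = 3) and 9.71 ± 0.10 (SD, n = 3). AK080547 had the largest, with 10.12 ± 1.72 (SD, n = 3) and 6.97 ± 0.82 (SD, n = 3), and its log2 fold change was −3.15 (standard error 0.82, adjusted p = 0.509 from limma). The log2 fold changes of AK142725 and AK035903 were −1.32 (standard error 0.29, adjusted p = 0.312) and −1.39 (standard error 0.39, adjusted p = 0.590). For each of the 7 lncRNAs all arrays of one genotype lay above those of the other. With each array left out in turn, the 7 kept their directions. Under 1 alternative choice of test the unadjusted p of AK080547 and AK035903 was not under 0.05, and with normexp background correction the log2 fold changes of NR_028123 and uc008nfy.1 were 0.87 and 0.70, under 2-fold. With the slide as a block, a model that rests on replicates 1 and 3, the lncRNAs other than uc008nfy.1 had an adjusted p under 0.05. For AK080547 the replicates 2, to which that model gives no weight, lay close together, at 8.19 in Nrf2 (+/+) and 7.83 in Nrf2 (−/−).

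**Figure D2:**
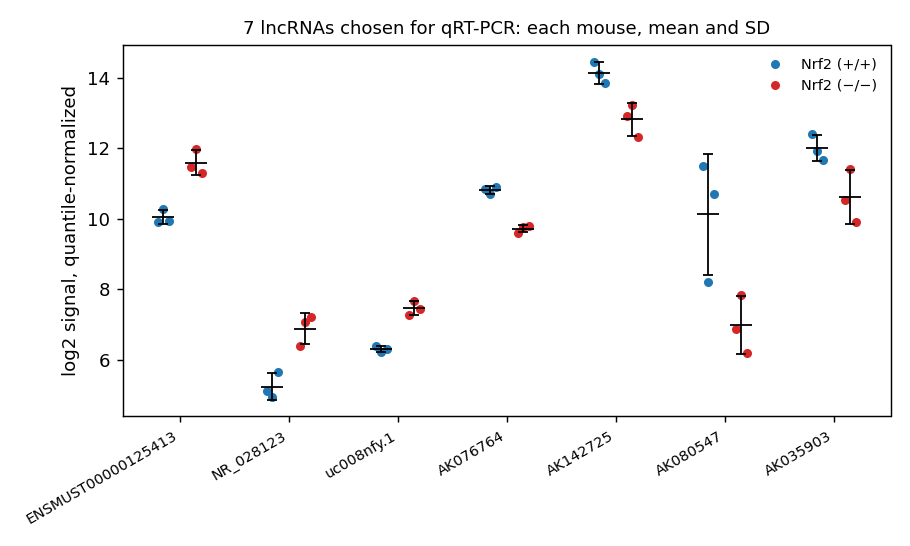
Points are the quantile-normalized log2 signals of single mice on the y-axis for the 7 lncRNAs on the x-axis, blue for Nrf2 (+/+) and red for Nrf2 (−/−), with black bars for the mean and SD of 3 mice. The 3 lncRNAs on the left are higher and the 4 on the right lower in Nrf2 (−/−) mice, with no overlap between the genotypes.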

Compared to Nrf2 (+/+) mice, the 10 dysregulated circRNAs and seven dysregulated lncRNAs were successfully verified by qRT-PCR. Generally, the expression patterns of these selected circRNAs and lncRNAs in qRT-PCR validation results were consistent with those in our microarray results (Figure 4).

**FIGURE 4:**
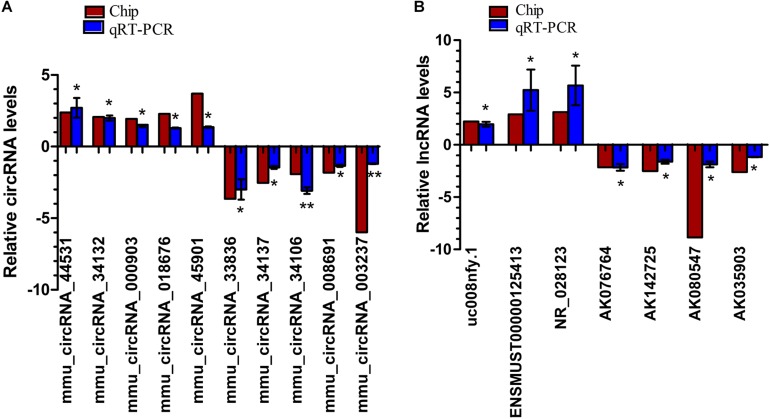
QRT-PCR validation of the expression levels of candidate circRNAs **(A)** and lncRNAs **(B)**. ^*^p < 0.05 and ^∗∗^*p* < 0.01. The deep red column indicates the expression status of lncRNAs through microarray analyses; the blue column indicates the expression status of lncRNAs through qRT-PCR experiments. *n* = 3.

### DEcircRNA-miRNA-DEmRNA Interaction Networks

In the DEcircRNA-miRNA-DEmRNA interaction networks, mmu_circRNA_44531, mmu_circRNA_34132, mmu_circRNA_ 000903, mmu_circRNA_018676, mmu_circRNA_45901, mmu_ circRNA_33836, mmu_circRNA_34137, mmu_circRNA_34106, mmu_circRNA_008691, and mmu_circRNA_003237 were predicted to compete with 47, 54, 45, 57, 63, 81, 121, 85, 181, and 43 DEmRNAs, respectively. The DEcircRNA-miRNA-DEmRNA interaction networks are shown in Figure 5. In the GO enrichment analysis (Figure 6A), DEmRNAs that shared the same binding miRNAs with DEcircRNAs were enriched in chromosome organization involved in meiosis (biological process: 0070192, *p* = 0.00000278), condensed chromosome (cellular component: 0000793, *p* = 0.00001108), negative regulation of extrinsic apoptotic signaling pathway (biological process: 2001237, *p* = 0.00012), response to cocaine (biological process: 0042220, *p* = 0.0002086), demethylase activity (molecular function: 0032451, *p* = 0.0002718), negative regulation of muscle cell apoptotic process (biological process: 0010656, *p* = 0.0005509), and telomere maintenance (biological process: 0000723, *p* = 0.001168). According to the KEGG enrichment analysis (Figure 6B), these DEmRNAs were enriched in the pathways of ECM-receptor interaction (KEGG: mmu04512, *p* = 0.0006341), focal adhesion (KEGG: mmu04510, *p* = 0.000646), LTD (KEGG: mmu04730, *p* = 0.01344), calcium signaling pathway (KEGG: mmu04020, *p* = 0.02193), and type I diabetes mellitus (KEGG: mmu04940, *p* = 0.05376). Three DEmRNAs (IGF1, RYR1, and PLA2G12A) were enriched in LTD. Among them, IGF1 and RYR1 were targets of mmu_circRNA_34106 and mmu_circRNA_008691; RYR1 was the target of mmu_circRNA_34137; and PLA2G12A was the target of mmu_circRNA_33836.

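Table S2 holds 2 probes for IGF1 on chromosome 10. The log2 signal of the first (ASMM10P004812) was 9.70 ± 0.47 (SD, n = 3) in Nrf2 (+/+) mice and 8.19 ± 0.50 (SD, n = 3) in Nrf2 (−/−) mice (standard error of the difference 0.34, adjusted p = 0.328 from limma). The second (ASMM10P053930) fell by 0.80 on the log2 scale (standard error 0.25, adjusted p = 0.733), and its unadjusted p was no longer under 0.05 under 1 alternative choice of test or without Nrf2 (−/−) replicate 3. PLA2G12A on chromosome 3 fell from 15.46 ± 0.26 (SD, n = 3) to 14.34 ± 0.34 (SD, n = 3), a log2 fold change of −1.12 (standard error 0.25, adjusted p = 0.327 from limma). The predicted miRNA targets of circRNAs were not analysed here.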

**FIGURE 5:**
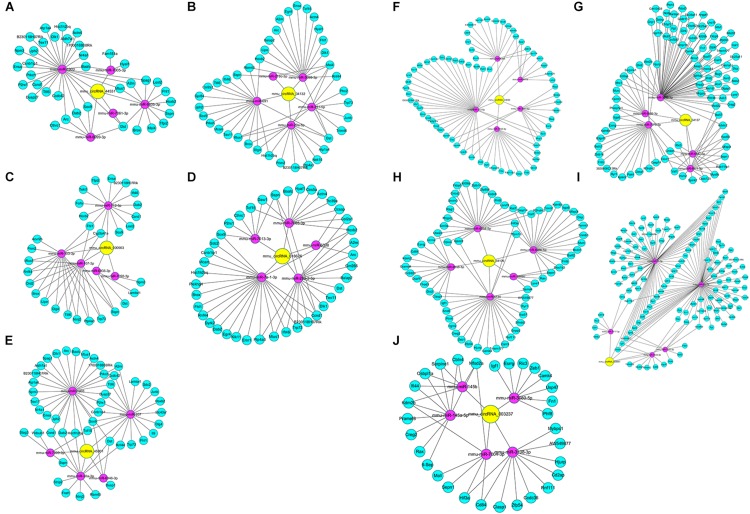
DEcircRNA-miRNA-DEceRNA interaction subnetworks of up-regulated circRNAs and down-regulated circRNAs in the Nrf2 (–/–) hippocampus. **(A)** Subnetwork of mmu_circRNA_44531 in the Nrf2 (–/–) hippocampus. **(B)** Subnetwork of mmu_circRNA_34132 in the Nrf2 (–/–) hippocampus. **(C)** Subnetwork of mmu_circRNA_000903 in the Nrf2 (–/–) hippocampus. **(D)** Subnetwork of mmu_circRNA_018676 in the Nrf2 (–/–) hippocampus. **(E)** Subnetwork of mmu_circRNA_45901 in the Nrf2 (–/–) hippocampus. **(F)** Subnetwork of mmu_circRNA_33836 in the Nrf2 (–/–) hippocampus. **(G)** Subnetwork of mmu_circRNA_34137 in the Nrf2 (–/–) hippocampus. **(H)** Subnetwork of mmu_circRNA_34106 in the Nrf2 (–/–) hippocampus. **(I)** Subnetwork of mmu_circRNA_008691 in the Nrf2 (–/–) hippocampus. **(J)** Subnetwork of mmu_circRNA_003237 in the Nrf2 (–/–) hippocampus. Yellow nodes indicate DEcircRNAs. Magenta and green nodes indicate miRNAs sponged by DEcircRNAs and the gene ID of their DEceRNAs, respectively. Edges represent interactions.

**FIGURE 6:**
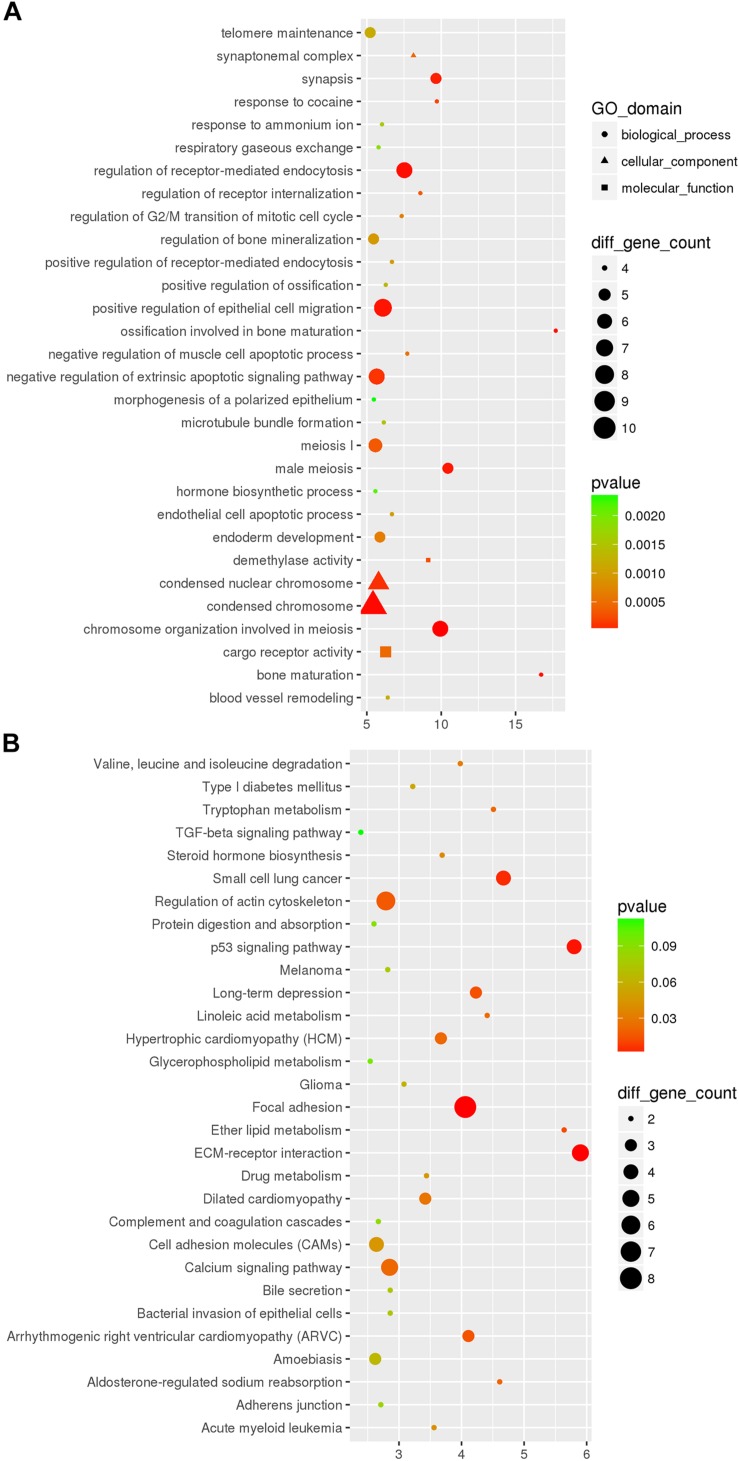
The top 30 most significantly enriched GO **(A)** and KEGG **(B)** pathways of DEceRNAs of miRNAs sponged by DEcircRNAs between the Nrf2 (–/–) and Nrf2 (+/+) hippocampus. The x-axis shows counts of genes enriched in GO **(A)** and KEGG **(B)** pathways and the y-axis shows the GO and KEGG pathways. The color scale depicts the *p*-value.

### DElncRNA-DEmRNA Co-expression Networks

The DElncRNA-DEmRNA co-expression networks, which included the previously mentioned DEmRNAs co-expressed with seven DElncRNAs, were constructed based on expression profiling. ENSMUST00000125413, NR_028123 and uc008nfy.1, which were up-regulated DElncRNAs in Nrf2 (−/−) hippocampal tissues, co-expressed with 178, 89, and 149 DEmRNAs (Figures 7A–C). 

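Over the 6 arrays and the 412 DEmRNA probes, with the paper's limit of 0.90 on the absolute Pearson correlation of log2 signals, 176 probes passed the limit with ENSMUST00000125413, 89 with NR_028123 and 148 with uc008nfy.1. With the authors' log2 signals these counts were 178, 89 and 149, the first of which was fixed by the choice of the probe, as it was assigned to ENSMUST00000125413 by this count. In all of these pairs the sign of the correlation followed the directions of the members between the genotypes, so it was positive with higher DEmRNAs and negative with lower ones. ENSMUST00000125413 had 42 positive and 134 negative partners. Since the arrays fall into 2 groups that differ in every member of a pair, no p-value is given for a pair. The alternative that moved the counts most was the correlation of the deviations from each genotype's mean, which left 58, 17 and 23 probes past the limit, 37, 9 and 8 of them among those counted before. Among all 43528 tested probes, 3.47%, 1.32% and 1.75% passed the limit with the 3 lncRNAs, and among the DEmRNA probes 42.7%, 21.6% and 35.9%. NR_028123 was not well above background on 1 Nrf2 (+/+) array. With each array left out in turn, the counts ran from 170 to 283 for ENSMUST00000125413 (highest without Nrf2 (−/−) replicate 2), from 78 to 173 for NR_028123 (highest without Nrf2 (−/−) replicate 1) and from 135 to 223 for uc008nfy.1 (highest without Nrf2 (+/+) replicate 2).

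**Figure D3:**
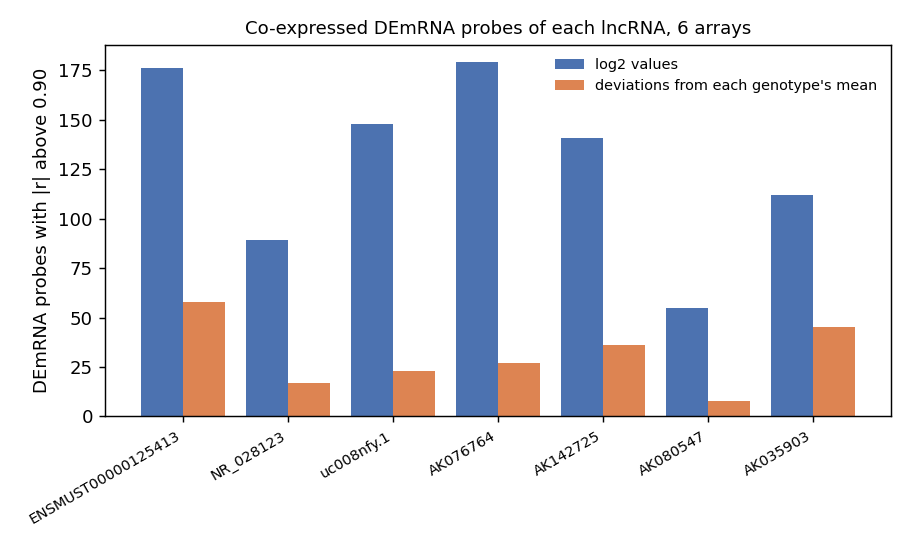
Bars give, for each of the 7 lncRNAs on the x-axis, the number of DEmRNA probes (of 412) with an absolute Pearson correlation above 0.90 over 6 arrays, in blue for the log2 values and in orange for the deviations from the mean of each genotype. The blue bars lie between 55 and 179 and the orange ones between 8 and 58.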

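For the 4 lower lncRNAs, 179 DEmRNA probes passed the limit of 0.90 with AK076764, 141 with AK142725, 55 with AK080547 and 112 with AK035903, and with the authors' log2 signals 179, 142, 55 and 112. Positive correlations with lower DEmRNAs made up 145, 117, 42 and 99 of these pairs. The deviations from the genotype means left 27, 36, 8 and 45 probes past the limit. Over the 7 lncRNAs together, 900 pairs passed the limit with the log2 signals and 214 with the deviations, with 141 pairs in both. Without Nrf2 (−/−) replicate 2 the limit was passed by 1488 pairs. The count of AK080547 depended most on single arrays, with 230 without Nrf2 (+/+) replicate 2, 146 without Nrf2 (−/−) replicate 2 and 21 without Nrf2 (+/+) replicate 1, and that of AK035903 rose to 214 without Nrf2 (−/−) replicate 2.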

AK076764, AK142725, AK080547 and AK035903, which were down-regulated DElncRNAs in Nrf2 (−/−) hippocampal tissues, co-expressed with 179, 142, 55, and 112 DEmRNAs (Figures 7D–G). 

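Table S5 names genes for the terms of each lncRNA's co-expressed DEmRNAs, 208 symbols over the 7 lncRNAs when counted per lncRNA. With the authors' log2 signals all 208 passed the limit of 0.90 with their lncRNA, and with the signals normalized here 206 did. The 2 that did not were RYR1 with uc008nfy.1 and RYR1 with ENSMUST00000125413. For ENSMUST00000125413, HTR2B and ITGAV correlated negatively and DRD2 positively, and each pair stayed past the limit with any of the 6 arrays left out. Taken as deviations from the genotype means, these 3 pairs were under the limit. GO enrichment was not recomputed here.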

GO enrichment analysis indicated that, the DEmRNAs co-expressed with DElncRNAs were enriched in the release of sequestered calcium ion into cytosol (biological process: 0051209), regulation of sequestering of calcium ion (biological process: 0051282), and release of cytochrome c from mitochondria (biological process: 0001836). 

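Table S5 lists 7 genes of the calcium signaling pathway for uc008nfy.1. TRHR, CAMK4, HTR2B and P2RX5 correlated negatively and P2RX1 positively with it, past the limit of 0.90 with any 1 of the 6 arrays left out. PLCD4 correlated negatively and passed the limit in 5 of the 6 such sets of arrays, and RYR1 passed it in 3 of the 6 and not with all arrays. With the deviations from the genotype means only TRHR passed the limit, and the correlation with PLCD4 changed its sign. For long-term depression, both probes of IGF1 and the probe of PLA2G12A correlated positively with AK142725 and AK035903. The pair of AK142725 and the first IGF1 probe (ASMM10P004812) and the pair of AK035903 and the second (ASMM10P053930) passed the limit with each array left out, and the latter also with the deviations. The pair of AK142725 and the second probe passed it in 5 of 6 such sets of arrays and the pair of AK035903 and the first in 4 of 6. PLA2G12A passed it in 5 of 6 with AK142725 and in 4 of 6 with AK035903.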

According to the KEGG enrichment analysis, these DEmRNAs co-expressed with DElncRNAs were enriched in the pathways of calcium signaling pathway (KEGG: mmu04020), LTD (KEGG: mmu04730), and Parkinson’s disease (KEGG: mmu05012) (Supplementary Table S5).

**FIGURE 7:**
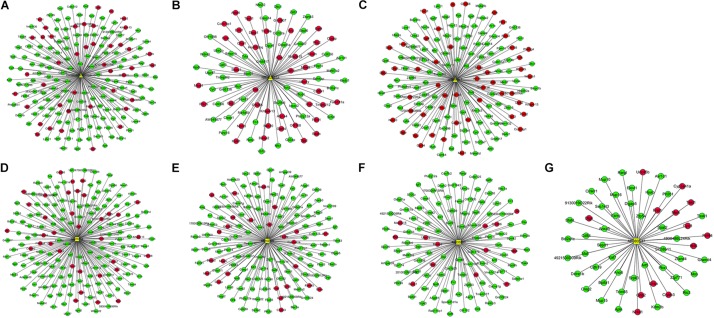
Co-expression network between up- and down-regulated DElncRNAs and DEmRNAs in the Nrf2 (–/–) hippocampus. **(A)** Subnetwork of ENSMUST00000125413. **(B)** Subnetwork of NR_028123. **(C)** Subnetwork of uc008nfy.1. **(D)** Subnetwork of AK076764. **(E)** Subnetwork of AK142725. **(F)** Subnetwork of AK035903. **(G)** Subnetwork of AK080547. The triangles, squares represent up- and down-regulated DElncRNAs, and ellipses represent DEmRNAs in the Nrf2 (–/–) hippocampus. Red and blue color represent up- and down-regulation in the Nrf2 (–/–) hippocampus, respectively.

## Discussion

In recent years, Nrf2, as a cytoprotective transcription factor with antioxidant effects, has aroused broad interest. Many microarray analyses based on the expression profiling of liver, intestine, and lung tissues of Nrf2 (−/−) mice have been performed (Enomoto et al., 2001; Thimmulappa et al., 2002; Rangasamy et al., 2004). Activation of the Nrf2-ARE pathway has been shown to confer benefits on many neurodegenerative disorders in animal models, which supports the concept of developing pharmaceuticals to activate the Nrf2-ARE pathway in the brain. As an indicator and regulator of oxidative stress, the Nrf2-ARE pathway has been shown to undergo dynamic changes and has been examined for its neuroprotective role in many cases (Li and Johnson, 2014). Nevertheless, further studies on Nrf2 need to be performed. To reveal the important role of circRNAs and lncRNAs associated with Nrf2-mediated neuroprotection in the brain, DEcircRNAs and DElncRNAs in the hippocampal tissues between Nrf2 (−/−) and Nrf2 (+/+) mice were identified by microarray and bioinformatics analysis.

The hippocampus is implicated in episodic memory and plays a pivotal role in particular aspects of the acquisition of semantic or factual knowledge (Eichenbaum, 2004). Long-term memory consists of episodic memory and semantic memory, which is closely associated with LTD and long-term potentiation (LTP). In general, memories are reorganized into widely distributed cortical networks over time through systems-level consolidation. At the cellular level, it is believed that storage of information initially occurs *via* altered synaptic strength through processes such as LTP (Santini et al., 2014). Synaptic plasticity is believed to be a putative biological substrate for learning and memory processes, and a mammalian target of rapamycin (mTOR) contributes to regulating synaptic remodeling and long-term synaptic plasticity in the hippocampus (Tang et al., 2002; Ma et al., 2010; Pinar et al., 2017). LTD and LTP, as two main forms of synaptic plasticity in the brain, have been demonstrated to account for the onset and progression of motor symptoms of PD (Picconi et al., 2012). Plastic changes in synaptic efficacy, such as LTD and LTP, are widely recognized as mechanisms implicated in learning and memory, responses to drugs of abuse, and addiction (Lovinger and Abrahao, 2018). In the CA1 region, a hippocampal subregion, the induction of homosynaptic LTD requires the activation of *N*-methyl-D-aspartate (NMDA) receptors (Dudek and Bear, 1992), voltage-gated calcium channels (Christie et al., 1994, 1997) and/or calcium release from intracellular stores (Nishiyama et al., 2000).

In our analysis, four DEmRNAs (SLC6A3, DRD2, LPHN3, and DLG4) were enriched in response to cocaine, which was associated with addiction. 

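SLC6A3 (chromosome 13) fell from 5.15 ± 0.20 (SD, n = 3) to 4.44 ± 0.19 (SD, n = 3), near background, with 2 of 3 arrays of each genotype well above it, and a log2 fold change of −0.71 (standard error 0.21, adjusted p = 0.618 from limma). Its unadjusted p was no longer under 0.05 with a 75th percentile shift, with normexp background correction or without Nrf2 (+/+) replicate 3. LPHN3 (chromosome 5) fell by 0.73 on the log2 scale (standard error 0.24, adjusted p = 0.777), and its unadjusted p rose above 0.05 with the 75th percentile shift and in 3 of the 6 sets that leave out 1 array. DRD2 (chromosome 9) rose from 8.34 ± 0.16 (SD, n = 3) to 9.11 ± 0.43 (SD, n = 3) (adjusted p = 0.815 from limma), and its unadjusted p exceeded 0.05 under 1 alternative choice of test, without Nrf2 (+/+) replicate 3 and with the scan session as a block. DLG4 (chromosome 11) had a log2 fold change of 0.61 (standard error 0.23, adjusted p = 0.907 from limma), which lost an unadjusted p under 0.05 with the 75th percentile shift, under 1 alternative choice of test and in 4 of the 6 sets that leave out 1 array.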

Five DEmRNAs (STAG3, TEX15, CCNB1IP1, MAEL, and TEX11) were enriched in synapses. 

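MAEL (chromosome 1) was 7.38 ± 1.06 (SD, n = 3) in Nrf2 (+/+) and 5.45 ± 0.21 (SD, n = 3) in Nrf2 (−/−) mice on the log2 scale, a decrease that exceeded the spread between mice with an adjusted p of 0.454 from limma. TEX15 (chromosome 8) had a log2 fold change of −1.05 (standard error 0.30, adjusted p = 0.596 from limma). For both genes the unadjusted p was not under 0.05 under 1 alternative choice of test. STAG3 (chromosome 5) rose from 4.79 ± 0.46 (SD, n = 3) to 5.63 ± 0.21 (SD, n = 3), was well above background on 1 of 3 Nrf2 (+/+) arrays, and lost an unadjusted p under 0.05 with normexp background correction, under 1 alternative choice of test and without Nrf2 (+/+) replicate 1 or 3. CCNB1IP1 (chromosome 14) and TEX11 (chromosome X) had log2 fold changes of 0.78 (standard error 0.23, adjusted p = 0.610) and 0.85 (standard error 0.23, adjusted p = 0.524) from limma.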

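CACNA1G (chromosome 11) had log2 signals of 8.81 ± 0.30 (SD, n = 3) in Nrf2 (+/+) mice and 7.32 ± 0.52 (SD, n = 3) in Nrf2 (−/−) mice, a log2 fold change of −1.49 (standard error 0.30, adjusted p = 0.253 from limma). TRHR (chromosome 15) fell from 11.47 ± 0.03 (SD, n = 3) to 10.86 ± 0.12 (SD, n = 3), with an adjusted p of 0.615 from limma. CAMK4 (chromosome 18) and RYR1 (chromosome 7) fell by 0.70 (standard error 0.23) and 0.68 (standard error 0.22) on the log2 scale, and P2RX1 (chromosome 11) rose by 0.73 (standard error 0.22, adjusted p = 0.664 from limma). The unadjusted p of CAMK4 and RYR1 exceeded 0.05 without Nrf2 (+/+) replicate 3, and that of RYR1 also with normexp background correction. All 5 probes were well above background on the 6 arrays.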

Five DEmRNAs (TRHR, P2RX1, CAMK4, CACNA1G, and RYR1) were enriched in the calcium signaling pathway. As mentioned above, three DEmRNAs (IGF1, RYR1, and PLA2G12A) were enriched in LTD. Among them, SLC6A3, TRHR, TEX15, MAEL, CACNA1G, and PLA2G12A were targets of mmu_circRNA_33836; SLC6A3, LPHN3, TEX15, MAEL, TRHR, RYR1, and IGF1 were targets of mmu_circRNA_008691; DLG4, STAG3, CCNB1IP1, TEX11, and P2RX1 were targets of mmu_circRNA_45901; and CAMK4, CACNA1G, and RYR1 were targets of mmu_circRNA_34137. Altogether, we speculate that mmu_circRNA_33836, mmu_circRNA_008691, mmu_circRNA_45901 andmmu_circRNA_34137 may play a central role in learning and memory. Importantly, in our previous study, mmu_circRNA_33836 and mmu_circRNA_34137 were down-regulated in the substantia nigra and corpus striatum between Nrf2 (−/−) and Nrf2 (+/+) mice, and this consistent result emphasized the critical function of mmu_circRNA_33836 and mmu_circRNA_34137 in Nrf2-mediated neuroprotection (Yang et al., 2018).

Parkinson’s disease, as the second most prevalent neurodegenerative disorder after AD in the world, is characterized by cardinal motor symptoms, such as bradykinesias, rigidity, postural instability, resting tremor, and non-motor symptoms including psychiatric problems, autonomic disturbances, pain, fatigue, and impaired cognition in executive functioning, memory and spatial behavior during the early stage of the disease (Vingerhoets et al., 2003; Chaudhuri and Odin, 2010). The loss of dopaminergic neurons in the substantia nigra with Lewy bodies (intracytoplasmic inclusion deposits of aggregated alpha-synuclein and ubiquitin protein, and damaged nerve cells) is the primary pathology of PD (Jankovic, 2008; Wakabayashi et al., 2010). Much effort has been made to explore the mechanisms underlying the pathogenesis of PD. Studies of mitophagy in PD support the role of dysfunctional autophagy as a causative factor in neurodegenerative diseases (Menzies et al., 2017). A growing number of studies highlight that disturbance in mTOR signaling in the brain affects multiple pathways including glucose metabolism, energy production, mitochondrial function, cell growth and autophagy, which are key players in age-related cognitive decline (Perluigi et al., 2015). However, a critical question of whether mTOR is neuroprotective or potentially promotes PD pathogenesis has been raised (Blagosklonny, 2008; Lan et al., 2017). 

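COX7B2 (chromosome 5) had log2 signals of 11.78 ± 0.32 (SD, n = 3) in Nrf2 (+/+) mice and 10.78 ± 0.22 (SD, n = 3) in Nrf2 (−/−) mice (standard error of the difference 0.24, adjusted p = 0.389 from limma). VAT1 (chromosome 11) fell from 9.87 ± 0.36 (SD, n = 3) to 8.36 ± 0.65 (SD, n = 3), with an adjusted p of 0.380 from limma. UBA1Y (chromosome Y) rose by 0.82 on the log2 scale (standard error 0.21, adjusted p = 0.512) and was well above background on 1 of 3 Nrf2 (+/+) arrays. CYCT (chromosome 2) was 7.32 ± 0.34 (SD, n = 3) in Nrf2 (+/+) mice and not above background on any Nrf2 (−/−) array. Its signal was thus at least 6.99-fold lower. The adjusted p of 0.000672 from limma is for the measured signals and does not test this bound. With normexp and its offset the log2 fold change was −1.87 (adjusted p = 0.02304 from limma). In the order of protein-coding genes on chromosome 2, CYCT lies 6 genes from Nfe2l2, the gene that was targeted.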

In the present study, we also detected that five DEmRNAs, including COX7B2, UBA1Y, VAT1, CYCT and SLC6A3, were enriched in the pathway of Parkinson’s disease. Among them, CYCT and SLC6A3 were co-expressed with the lncRNA ENSMUST00000125413; COX7B2, UBA1Y, and VAT1 were co-expressed with the lncRNAs AK142725 and AK035903, suggesting that these three DElncRNAs (ENSMUST00000125413, AK142725 and AK035903) may play a vital role in neurodegenerative diseases such as PD.

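In these data CYCT and SLC6A3 correlated negatively with ENSMUST00000125413, past the limit of 0.90 on 6 arrays. CYCT stayed past it in all 6 sets that leave out 1 array, and SLC6A3 in 5 of 6. UBA1Y correlated negatively with AK142725 in all 6 sets and with AK035903 in 3 of 6. VAT1 correlated positively with both, in 5 of 6 sets with AK142725 and in all 6 with AK035903. With the deviations from the genotype means, 0 of these 6 pairs passed the limit. SLC6A3 was near background and CYCT at background in Nrf2 (−/−) mice. The probe assigned to ENSMUST00000125413 lies on chromosome 2, as do CYCT and the targeted gene Nfe2l2. Its distance from Nfe2l2 was not examined, so linkage to the targeted locus was not excluded for this pair. From these co-expressed genes, the paper proposes that the 3 lncRNAs have a role in neurodegenerative diseases such as Parkinson's disease.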

The activity-regulated cytoskeletal-associated protein (Arc) is an immediate early gene that has been broadly involved in hippocampal-dependent learning and memory, and is believed to play an integral role in synapse-specific plasticity (Ploski et al., 2008). Arc mRNA is targeted to activated regions of the dendrite after LTP of the DG, a process dependent on NMDA receptor activation (Moga et al., 2004). According to Plath et al. (2006) despite intact short-term memory, Arc knockout mice failed to form long-lasting memories for implicit and explicit learning tasks and exhibited a biphasic alteration of hippocampal LTP in the DG and area CA1 with an enhanced early and absent late phase. Furthermore, LTD is significantly impaired. They suggested that Arc play a vital role in the consolidation of enduring synaptic plasticity and memory storage (Plath et al., 2006). In the present study, Arc, a significantly up-regulated DEmRNA in the hippocampal tissues of Nrf2 (−/−) mice, was co-expressed with ENSMUST00000125413 and uc008nfy.1, which suggested that these two DElncRNAs were associated with learning and memory.

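Arc (chromosome 15) had log2 signals of 9.52 ± 0.30 (SD, n = 3) in Nrf2 (+/+) mice and 10.60 ± 0.20 (SD, n = 3) in Nrf2 (−/−) mice, a log2 fold change of 1.08 (standard error 0.23, adjusted p = 0.282 from limma). Its change lay between 0.91 and 1.20 with each array left out in turn. The correlation was positive and past the limit of 0.90 with ENSMUST00000125413 and uc008nfy.1, in all 6 sets that leave out 1 array for the first and in 5 of 6 for the second. Both pairs were under the limit with the deviations from the genotype means. With the slide as a block, a model that rests on replicates 1 and 3, the adjusted p of Arc was under 0.05.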

The cytochrome C oxidase VIIb2 (COX7B2) gene is a member of the cytochrome C oxidase (COX) superfamily (Strausberg et al., 2002). The COX complex, consisting of the COX7B2 subunit with other subunit polypeptides and localized to mitochondria, participates in the electronic transportation process of oxidative phosphorylation (OXPHOS) and in the maintenance of the electrochemical gradient in the mitochondrial membrane (Liang et al., 2004). Oxidative damage is closely associated with the pathogenesis of neurodegenerative diseases including AD, ALS, HD, PD, and stroke (brain ischemia/reperfusion injury) (Kamat et al., 2008). In post mortem brains of advanced PD patients, dysfunction of mitochondrial OXPHOS protein complexes with decreased activity of complex I was detected, which indicates that mitochondrial dysfunction, especially OXPHOS, is strongly implicated in PD (Schapira, 1990; Janetzky et al., 1994; Schapira et al., 2010; Kim-Han et al., 2011). In our results, COX7B2 was co-expressed with AK142725 and AK035903, which suggests that AK142725 and AK035903 may be involved in OXPHOS.

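COX7B2 correlated positively with both lncRNAs, past the limit of 0.90 on 6 arrays. The pair with AK142725 stayed past it in all 6 sets that leave out 1 array and the pair with AK035903 in 5 of 6. With the deviations from the genotype means, 0 of the 2 pairs passed the limit.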

## Conclusion

Compared to Nrf2 (+/+) mice, we identified 1279 DEcircRNAs and 303 DElncRNAs in the hippocampus of Nrf2 (−/−) mice. Among them, mmu_circRNA_33836, mmu_circRNA_008691, mmu_circRNA_45901, and mmu_circRNA_34137 may play a critical role in learning and memory. ENSMUST00000125413, uc008nfy.1, AK142725 and AK035903 may be involved in neurodegenerative diseases by mediating the process of learning and memory and OXPHOS. Our study might represent a new avenue for future investigations to better understand the molecular mechanisms of Nrf2-mediated neuroprotection.

## Data Availability

Publicly available datasets were analyzed in this study. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE122421; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE122422.

## Ethics Statement

In this study, the animal experiments complied with the regulations of the Animal Welfare Act of the National Institutes of Health Guide for the Care and Use of Laboratory Animals (NIH Publication No. 85-23, revised 1996) and were approved by the ethics committee of Hebei Medical University (IACUC-Hebmu-Glp-2016017).

## Author Contributions

S-GS and LW contributed to the conception of the study. R-JZ, YL, and QL contributed the materials and performed the experiment. Y-JG, JD, and JM performed the data analyses. R-JZ and YL contributed significantly in writing the manuscript. All authors read and approved the final manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Differential Expression Profiles and Functional Prediction of Circular RNAs and Long Non-coding RNAs in the Hippocampus of Nrf2-Knockout Mice
**Source:** Front Mol Neurosci. 2019 Aug 9;12:196. doi: 10.3389/fnmol.2019.00196
**Supplement:** TABLE S1 — The primers used in the identification of genotypes.

**Table S1 The primers used in the identification of genotypes**

| **Terms** | **Primers** |
| --- | --- |
| Sense for both genotypes | Forward: 5′ TGGACGGGACTATTGAAGGCTG 3′ |
| Antisense for knockout gene | Reverse: 5′ GCGGATTGACCGTAATGGGATAGG 3′ |
| Antisense for Nrf2 | Reverse: 5′ GCCGCCTTTTCAGTAGATGGAGG 3′ |

How the deposited data were processed for this re-analysis (not part of the article)

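Hippocampal RNA of 3 Nrf2 (+/+) and 3 Nrf2 (−/−) mice was measured on Arraystar mouse lncRNA microarrays (Agilent, 1 dye, 1 array per mouse), whose probe design follows mm9. The authors extracted the spot intensities with Agilent Feature Extraction, which finds spots, flags outliers, subtracts the background with a spatial detrend and replaces low or negative values by surrogates. They normalized the signals between arrays by quantiles in GeneSpring GX and deposited both the spot intensities, in which nothing is normalized between arrays, and 1 log2 signal per probe and array for 60902 probes. The quantile-normalized log2 signals computed here differed from theirs by a median of 0.00075 in absolute value. The circRNA arrays and the qRT-PCR measurements of the paper were not analysed here.

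From the 61500 non-control spots of each array, the negative-control probes kept among them (15 names) were left out, spots flagged as non-uniform or population outliers (16 to 91 per array) were set to missing, and log2 background-subtracted signals were averaged per probe over 60915 probes. Quantile normalization followed, and the 43528 probes well above background on at least 3 of 6 arrays were kept, as in the methods' filter on flags. The share of probes well above background ran from 65.5% to 75.7% of the probes per array. The arrays' slide and scan session were read from the scanner files, which put Nrf2 (+/+) and Nrf2 (−/−) replicate 1 on one slide, both replicates 3 on another, and the remaining arrays on a slide each. Replicate numbers do not pair the mice, and groups were compared without pairs.

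The genotypes were compared with limma (lmFit and eBayes; limma 3.58.1, R 4.3.3), with Benjamini-Hochberg adjustment over all tested probes, and every adjusted p is from this test unless an alternative is named. The thresholds of the paper, an unadjusted p under 0.05 with a fold change above 1.5 for mRNAs and above 2 for lncRNAs, were applied to all tested probes, because the files do not class most of the probes. Exact permutation tests of 3 values against 3 have 0.1 as their smallest two-sided p. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the rest. In a test on simulated data, known changes were added to 200 of 43366 probes. There limma gave an adjusted p under 0.05 to 0 of 50 probes changed 1.5-fold and 1 of 50 changed 2-fold. It did so for 26 of 50 changed 4-fold and 47 of 50 changed 16-fold, with 1 false call. The simulated noise was independent between probes and alike on every array. The real arrays share variation across probes and differ in quality, so these counts may not hold for them.

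Apart from the control genes, probes were joined to genes through Tables S2 and S4 only, as the files give most probes an identifier without a gene. The names of some probes mark them as lincRNA probes, and this was used only for the first principal component in the closing section. The control genes were named from their transcript identifiers, and for the genes near Nfe2l2 the order of protein-coding genes was taken, both from the RefSeq annotation of the mouse assembly GRCm38.p6, in which 397 of the 401 symbols of Table S2 were found; its coordinates were not used. Outside the closing section, the genes whose fold changes are given were chosen before the data were examined. They are Nfe2l2, every mRNA that the paper names as a DEmRNA and the 7 lncRNAs chosen for qRT-PCR. The lncRNAs the paper calls most changed were also taken. Up to 3 probes in each direction were added by a rule set then. It took the largest log2 fold changes among probes with an adjusted p under 0.05 and no overlap between the genotypes. The closing section gives values for further genes, and of these Dcaf17, Itga6 and Itgav were named after their values were seen. Tests over a list of 28 genes described as Nrf2 targets and a list of 12 immediate early genes had been planned for the case that all probes could be named, and were not run; the members found in Table S2 are given in the closing section. GO and KEGG enrichment, miRNA targets and protein interactions were not analysed here.

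Co-expression followed the paper's rule, an absolute Pearson correlation above 0.90 between the log2 signals of a lncRNA and a DEmRNA probe over 6 arrays. Hierarchical clustering used Euclidean distance between arrays with average or complete linkage. The alternatives were a shift to each array's 75th percentile in place of quantile normalization, normexp background correction (offset 50) of the median spot signal and local background before quantile normalization, the authors' own log2 signals, 3 other limits on dim probes, the equal-variance test of the methods, Welch's test, an intensity trend in limma's prior variance, the replicate number or the slide as a block, each array left out in turn, rank correlation, correlation of the deviations from each genotype's mean, and other probes and linkages for the clustering. The plan named the mean spot signal for normexp, and the median spot signal was used in its place. The scan session as a block and array quality weights were added after the data were seen.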

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

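All tests of explanations in this part were chosen after the results were seen.

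The arrays carry 20 spots each for 15 control genes that the paper does not report on, among them Actb (β-actin), which the paper used as the reference for qRT-PCR. The log2 signal of Actb was 13.71 ± 0.09 (SD, n = 3) in Nrf2 (+/+) mice and 14.48 ± 0.28 (SD, n = 3) in Nrf2 (−/−) mice, a log2 difference of 0.77 (standard error 0.21), higher in 3 of 3 Nrf2 (−/−) mice than in any Nrf2 (+/+) mouse. Its adjusted p from limma was 0.549 over all tested probes and 0.106 over the 15 control genes, so the difference fails both corrections, and the exact two-sided permutation p is 0.1, the smallest that 3 against 3 allow. The genotypes did not overlap for 2 of the 15 control genes, while chance gives this for 10%. The largest absolute change of the other 14 was 0.23 with quantile normalization and 0.44 with the 75th percentile shift.

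The values argue against 2 technical explanations of the Actb difference. It was 0.64 under the 75th percentile shift, 0.77 with normexp and 0.77 in the authors' log2 signals, without overlap each time, so the choice of normalization does not make it. Within the earlier scan session the difference was 0.85 and within the later one 0.72, which argues against the session as its whole cause. All 3 Nrf2 (−/−) arrays were brighter than the Nrf2 (+/+) arrays, so brightness and genotype cannot be told apart for Actb; the other 14 control genes, with a median difference of 0.0105, went both ways after normalization and do not decide it. Chance and a difference in the RNA extracts other than the genotype stay open, and an effect of the genotype on Actb, which the design names, could be the reason but was not tested apart from them.

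Rbm45 had a log2 fold change of 3.58, higher in 3 of 3 Nrf2 (−/−) mice than in any Nrf2 (+/+) mouse, and it is the DEmRNA with the largest rise in Table S2; the paper's text does not discuss it. In the order of protein-coding genes it lies 7 genes from Nfe2l2 on chromosome 2, and Cyct, whose signal fell to background, lies 6 genes from it. A candidate explanation is that chromosome segments linked to the targeted Nfe2l2 allele come from another strain than the matching segments of the Nrf2 (+/+) mice, so that variants change expression or the binding of probes. Genes of Table S2 were more frequent within 50 protein-coding genes on either side of Nfe2l2 than elsewhere (5 of 100 genes, 5.00%, against 1.80%; one-sided Fisher's exact p = 0.0353), but Rbm45 and Cyct, whose place prompted this test, are 2 of the 5. Without them 3 of 98 genes (3.06%) remain, with a one-sided Fisher's exact p of 0.259, so linked variants and other explanations cannot be told apart with so few genes. The other 3 of the 5 genes, named after their values were seen, are Dcaf17 (log2 fold change −1.25), Itga6 (−1.78) and Itgav (−0.69). An effect of the loss of Nrf2 on Rbm45, which the design names, stays open. The log2 fold change of Rbm45 ranged from 3.39 to 3.85 under the alternatives.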

How the results depend on the processing

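The scan session as a block and the array quality weights were chosen after the data were seen, and the other alternatives before the data were examined.

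Nfe2l2 kept its direction and an unadjusted p under 0.05 under all 19 alternatives, with −4.41 to −4.18 when each array was left out in turn. The 33 other named probes gave 620 comparisons with an alternative. In 591 the direction and the side of an unadjusted p of 0.05 were kept, in 29 the p rose above it with the direction kept, and in 0 the direction reversed. The 29 came from Welch's test (8: DRD2, DLG4, STAG3, TEX15, MAEL, the second probe of IGF1, AK080547 and AK035903), the 75th percentile shift (3), normexp (3), the scan session as a block (1) and arrays left out (14). All 7 lncRNAs chosen for qRT-PCR kept their direction (7 of 7 with any array left out).

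Main counts were 544 higher and 1156 lower probes at a fold change above 1.5, 134 and 489 at a fold change above 2, 6 and 15 with an adjusted p under 0.05, and 8 of these 21 on chromosome 2. Chromosomes are known only for the probes of Tables S2 and S4, so counts on chromosome 2 cover the calls in these tables, which are all 21 here, 389 with the slide as a block, 416 with array quality weights and 188 without Nrf2 (−/−) replicate 2. The causes of the following shifts were not tested unless stated. The 75th percentile shift gave 1003 higher probes at 1.5-fold, 239 at 2-fold and 10 after adjustment. Normexp gave 225 and 642 at 1.5-fold, 44 and 256 at 2-fold, 8 lower probes after adjustment and 3 on chromosome 2. Probes well above background on all 6 arrays, a smaller set by construction, gave 362 higher at 1.5-fold, 66 at 2-fold, 3 and 6 after adjustment and 3 on chromosome 2. Positive and significant signal gave 901 higher at 1.5-fold and 321 at 2-fold. Without a limit on dim probes there were 253 higher at 2-fold, 2 and 7 after adjustment and 3 on chromosome 2.

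The methods' equal-variance test gave 286 higher at 1.5-fold and 76 at 2-fold, and 0 higher, 0 lower and 0 on chromosome 2 after adjustment, with 2535 probes at an unadjusted p under 0.05. Welch's test gave 213 and 635 at 1.5-fold, 58 higher at 2-fold, and likewise 0, 0 and 0 after adjustment, with 1890 at an unadjusted p under 0.05. The replicate number as a block gave 1235 higher at 1.5-fold and 0, 0 and 0 after adjustment, with 7090 at an unadjusted p under 0.05, while limma without a block gave 21 and 2196. The numbers do not pair the mice: the deviations of same-numbered arrays from their genotype's mean correlated at −0.149, 0.424 and 0.811 across probes, which are not independent replicates.

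The slide as a block gave 2288 and 2607 at 1.5-fold, 238 and 852 at 2-fold, 102 and 464 after adjustment and 57 on chromosome 2. By construction it rests on the 2 slides that hold both genotypes, with 1 residual degree of freedom per probe, and gives no weight to replicate 2 of either genotype. The array quality weights were lowest for the same arrays, at 0.38 for Nrf2 (+/+) replicate 2 and 0.21 for Nrf2 (−/−) replicate 2. Array quality weights gave 1685 and 2166 at 1.5-fold, 203 and 741 at 2-fold, 72 and 431 after adjustment and 53 on chromosome 2, and with them CACNA1G, both probes of IGF1, PLA2G12A, VAT1, Arc and the 7 lncRNAs chosen for qRT-PCR had an adjusted p under 0.05. The adjusted p of Rbm45 and 5031434O11Rik was not under 0.05 with the equal-variance test of the methods, Welch's test, the replicate as a block or without Nrf2 (+/+) replicate 1, and that of Rbm45 also not without Nrf2 (+/+) replicate 2 or without a limit on dim probes. Of the 21 probes, 21 had an adjusted p under 0.05 with the 75th percentile shift, with the slide as a block and with the weights, 17 with the scan session as a block, 13 with normexp, 9 with probes above background on all 6 arrays and 7 without a limit on dim probes.

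With each array left out in turn, the counts at 1.5-fold ran from 353 to 2371 higher and 777 to 2011 lower, at 2-fold from 134 to 467 and 423 to 716, after adjustment from 2 to 26 and 6 to 169, and on chromosome 2 from 4 to 27. Without Nrf2 (−/−) replicate 2 there were 26 and 169 after adjustment, and all 21 remained; without Nrf2 (+/+) replicate 2 there were 2371 and 2011 at 1.5-fold. Co-expressed pairs ran from 862 to 1488 (900 with all arrays), the highest without Nrf2 (−/−) replicate 2. The deviations from the genotype means gave 214 pairs, rank correlation 623. Clustering over all detected probes left 1 array, Nrf2 (−/−) replicate 2, alone in the first split, also under 9 alternatives; over the probes called between the genotypes the first split put 3 arrays on each side and parted the genotypes, since these probes were called for that difference.

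Signal over background limits the bounds. Of the 690 probes of Tables S2 and S4, 20 higher mRNAs and 18 higher lncRNAs were not above background on any Nrf2 (+/+) array, and 4 lower mRNAs and 9 lower lncRNAs on any Nrf2 (−/−) array.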

Differences from the paper's values

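For 10 named lncRNA probes the paper's Table S4 gives an FDR, and for 8 of them it was more than 1.5 times the adjusted p from limma. The paper's FDR was 0.0907 for ENSMUST00000161755 and 0.0907 for ENSMUST00000105610, against an adjusted p of 0.000672 for each here, and 0.155 in the paper against 0.00537 here for 5031434O11Rik, so that these 3 lie under 0.05 here and above it in the paper. The other pairs, the paper's value first, were 0.526 and 0.142 for ENSMUST00000125413, 0.616 and 0.187 for NR_028123, 0.379 and 0.167 for uc008nfy.1, 0.683 and 0.312 for AK142725, and 0.7998 and 0.5091 for AK080547. With the equal-variance test of the methods, an alternative set before the data were examined, all 8 adjusted p were within 1.5 times of the paper's FDR. For ENSMUST00000161755, ENSMUST00000105610 and 5031434O11Rik no other alternative gave this. Among the alternatives set before the data were examined, it was also so without Nrf2 (+/+) replicate 1 (ENSMUST00000125413, NR_028123, AK142725 and AK080547), without Nrf2 (+/+) replicate 2 (uc008nfy.1), without Nrf2 (+/+) replicate 3 (ENSMUST00000125413, uc008nfy.1, AK142725 and AK080547), without Nrf2 (−/−) replicate 1 (the same 4), without Nrf2 (−/−) replicate 3 (ENSMUST00000125413, NR_028123, AK142725 and AK080547), with normexp (uc008nfy.1 and AK080547), and without a limit on dim probes or with Welch's test (AK142725 and AK080547), and under the rest it was not (ENSMUST00000161755, ENSMUST00000105610 and NR_028123 were not tested among probes above background on all 6 arrays). With the scan session as a block, chosen after seeing the values, it was so for uc008nfy.1.

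No count or log2 fold change that the paper states and that was compared here differed from the paper's by more than the spread between replicates and by more than 1.5 times. The fold changes and unadjusted p of Tables S2 and S4 both served to find the probes, so a close match of the fold changes was fixed in advance. The unadjusted p were not compared with limma's. The DEmRNA and DElncRNA counts compared were of the listed probes past the thresholds, and so could not exceed the paper's. Over 34 named probes, the log2 fold changes computed here differed from the paper's by at most 0.0352. The probes of CYCT, ENSMUST00000161755 and ENSMUST00000105610 are among them. These were at background in one genotype, so for them the values compared depend on the background signal.

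The paper counts 303 DElncRNAs, and the entries of Table S4 correspond to 278 different probes, since 25 entries repeat the probe of another. The paper's Table S5 places RYR1 among the mRNAs co-expressed with uc008nfy.1 and ENSMUST00000125413. With the signals normalized here neither pair passed the limit of 0.90, and with the authors' processed values, an alternative set before the data were examined, both did.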

Other observations

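The count of splits with as many probes past the thresholds for p and fold change was planned before the data were examined, and the tests of clustering over the probes of other splits and of rearranged co-expression were chosen before their results were seen; all other tests in this part were chosen after the result was seen.

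There are 10 ways to split the 6 arrays into 3 and 3. As many probes past the thresholds for p and fold change of 1.5 as the 1700 between the genotypes were found in 4 of the 10 splits, the real one included, and as many probes with an adjusted p under 0.05 in 2 of the 10. With 10 splits no share under 0.1 can be reached, so chance cannot be excluded for either count. The other split with as many adjusted calls (28) follows the scan session. With the scan session as a block in limma, 23 of all tested probes had an adjusted p under 0.05 between the genotypes (4 higher and 19 lower, 17 of them among the 21), which argues against the session as the whole source of these calls.

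The first principal component of the detected probes held 51.8% of the variance and did not part the genotypes. Its scores were −34.27, 30.84 and −67.86 for Nrf2 (+/+) replicates 1, 2 and 3 and −16.09, 116.42 and −29.03 for Nrf2 (−/−) replicates 1, 2 and 3. The highest score of the later scan session, 30.84, exceeds the lowest of the earlier one, −34.27, which argues against the session as its source. Against the log2 median signal of the arrays, Pearson's r was 0.54 (exact permutation p = 0.278) and Spearman's rho 0.54 (exact permutation p = 0.297), with an r of 0.28 without the 2 farthest arrays, and the brightness of the arrays cannot be told apart from other sources with 6 arrays. With the 569 probes named for lincRNAs left out of it, the component followed the median deviation of these probes, with an r of 0.97 (exact permutation p = 0.00139, the smallest that 720 permutations can give) and a rho of 1 (exact permutation p = 0.00278), and an r of 0.92 without the 2 farthest arrays. Of these 2 relations, the Benjamini-Hochberg adjusted permutation p of r was 0.278 for the brightness and 0.00278 for the probes named for lincRNAs. Since a component of this size moves many probes, 1000 random sets of probes with like mean signal, each left out of the component in the same way, were compared. Of these sets 0.1% followed the component as closely, with a median r of 0.68 across sets, and the medians of a set ranged over at most 0.23 between arrays, against 0.82 for the probes named for lincRNAs. Other classes of probes were not compared. A composition of the RNA that differs between extracts may be behind the component, and what differs in it was not tested. The slide was not tested as a source either. The 2 highest scores, 116.42 and 30.84, are those of the 2 arrays without another of the 6 on their slide. The slide and the extracts thus cannot be told apart here.

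Clustering over the probes listed in Tables S2 and S4 parts the genotypes. When the probes were instead called for each of the 9 other splits of the arrays, clustering over them parted the arrays by that split in 5 of the 9 cases, so the use of probes chosen for their difference is by itself a possible explanation of such a clustering.

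For co-expression, each lncRNA's values were rearranged among the mice of each genotype, in all 36 arrangements, which keeps the difference between the genotypes and breaks any other link. The median number of partners past the limit was at least 50% of the observed number for 5 of the 7 lncRNAs, which is consistent with a difference between the genotypes shared by both members as the source of most of these pairs. The medians were 138, 99, 167, 179 and 85 for ENSMUST00000125413, NR_028123, uc008nfy.1, AK076764 and AK142725, and lower for AK080547 (27 of 55) and AK035903 (38 of 112). For AK035903, 1 of the 36 arrangements, the observed one, gave as many partners, and for AK142725 3 did, so for these lncRNAs part of the pairs may rest on variation between mice within a genotype. In the other 5, between 6 and 28 of the 36 arrangements gave as many.

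More probes were lower than higher in Nrf2 (−/−) mice. With quantile normalization 32.0% of the probes past the thresholds with a fold change of 1.5 were higher, and with the 75th percentile shift 50.7% were, as the higher probes went from 544 to 1003 and the lower ones from 1156 to 976. The excess of lower probes at this fold change thus depends on the normalization between arrays, but not on it alone: with quantile normalization kept, the share was 47.1% with the replicate as a block, 46.7% with the slide as a block, 43.8% with array quality weights, 43.7% without Nrf2 (−/−) replicate 1 and 54.1% without Nrf2 (+/+) replicate 2. Its source was not singled out. At a fold change of 2 the shares were 21.5% with quantile normalization and 36.4% with the shift, and between 14.6% and 41.3% over all alternatives, so more probes were lower under each of them. The median log2 fold change of all tested probes was −0.01 with quantile normalization and 0.03 with the 75th percentile shift.

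Of the 20 probes with an adjusted p under 0.05 other than Nfe2l2, 7 lie on chromosome 2 (35.0%), against 68 of the 669 other probes of Tables S2 and S4 (10.2%; two-sided Fisher's exact p = 0.00332). With Nfe2l2 counted, it held 8 of 21. The share was smaller where more probes were called: 27 of 188 without Nrf2 (−/−) replicate 2, 57 of 389 with the slide as a block and 53 of 416 with array quality weights. It was larger without Nrf2 (+/+) replicate 3 (5 of 10) and without Nrf2 (−/−) replicate 1 (6 of 11). Of the 21, 5 lie on chromosome 10 (23.8%, against 26 of 669, 3.89%; two-sided Fisher's exact p = 0.00161), a chromosome chosen for the comparison after its count was seen. Over all genes of Table S2, 8.33% lie on chromosome 2, as do 8.14% of protein-coding genes (two-sided Fisher's exact p = 0.853). Without Rbm45 and Cyct as well, 5 of 18 lie on chromosome 2 (two-sided Fisher's exact p = 0.0335). Whether strain variants linked to the targeted locus are behind this excess stays open. The comparison of genes near Nfe2l2 (one-sided Fisher's exact p = 0.259 without these 2) covered only the mRNAs of Table S2. The 5 other probes on chromosome 2 are all for lncRNAs, whose distance from Nfe2l2 was not examined, so that comparison cannot decide it. No explanation was tested for chromosome 10. Outside the 50 genes on either side of Nfe2l2, chromosome 2 held 28 genes of Table S2 (two-sided Fisher's exact p = 0.774).

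Of a list of 28 genes described as Nrf2 targets, 3 are in Table S2, all lower in Nrf2 (−/−) mice, with log2 fold changes of −0.60 (Abcc4, adjusted p = 0.909 from limma), −1.27 (Aox1, adjusted p = 0.180) and −1.23 (Gstm1, adjusted p = 0.15). Of a list of 12 immediate early genes, 5 are in Table S2, all higher, with log2 fold changes of 1.08 (Arc), 0.81 (Dusp1), 0.71 (Egr4), 0.69 (Junb) and 0.73 (Nr4a1), and with Arc at the lowest adjusted p, 0.282 from limma. These members were chosen by the study for their difference on the same arrays, and no test over either list was run.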
